# Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway

**DOI:** 10.3390/ijms231911034

**Published:** 2022-09-20

**Authors:** Elena Jiménez-Gutiérrez, Teresa Fernández-Acero, Esmeralda Alonso-Rodríguez, María Molina, Humberto Martín

**Keywords:** *Saccharomyces cerevisiae*, cell wall integrity, MAPK, Slt2, PIP_2_, neomycin

## Abstract

The cell wall integrity pathway (CWI) is a MAPK-mediated signaling route essential for yeast cell response to cell wall damage, regulating distinct aspects of fungal physiology. We have recently proven that the incorporation of a genetic circuit that operates as a signal amplifier into this pathway allows for the identification of novel elements involved in CWI signaling. Here, we show that the strong growth inhibition triggered by pathway hyperactivation in cells carrying the “Integrity Pathway Activation Circuit” (IPAC) also allows the easy identification of new stimuli. By using the IPAC, we have found various chemical agents that activate the CWI pathway, including the aminoglycoside neomycin. Cells lacking key components of this pathway are sensitive to this antibiotic, due to the disruption of signaling upon neomycin stimulation. Neomycin reduces both phosphatidylinositol-4,5-bisphosphate (PIP_2_) availability at the plasma membrane and myriocin-induced TORC2-dependent Ypk1 phosphorylation, suggesting a strong interference with plasma membrane homeostasis, specifically with PIP_2_. The neomycin-induced transcriptional profile involves not only genes related to stress and cell wall biogenesis, but also to amino acid metabolism, reflecting the action of this antibiotic on the yeast ribosome.

## 1. Introduction

Eukaryotic cells live in a constantly changing environment, so they need mechanisms to detect environmental signals and react to them in order to survive. Among these surveillance systems are the mitogen-activated protein kinase (MAPK) signaling pathways. These routes have a common structure based on cell surface sensors that trigger, through a GTPase switch, the activation of a p21-activated kinase (PAK) or protein kinase C (PKC). These active kinases, in turn, set off a three-tiered phosphorylation cascade composed of a MAP kinase kinase kinase (MAPKKK), a MAP kinase kinase (MAPKK), and a MAP kinase (MAPK), which finally conveys the signal to its effectors to elicit an adequate cell response to the stimulus detected [1]. The budding yeast *Saccharomyces cerevisiae* has five MAPKs immersed in five well-orchestrated signaling pathways that govern diverse cellular processes, such as the maintenance of intracellular osmolarity, mating, filamentous and invasive growth, spore wall assembly, and cell wall stability [2].

The cell wall integrity (CWI) pathway is primarily responsible for the preservation of this essential structure through cell wall synthesis and remodeling. The activation of this pathway is triggered not only by canonical cell wall alterations caused by exposure to cell wall-damaging agents, high or low temperature, changes in external osmolarity, or the presence of pheromones [3], but also by a variety of chemical agents and stress conditions not necessarily associated with the cell wall, such as rapamycin, alkaline pH, cadmium, actin-depolymerizing compounds, and plasma membrane, oxidative, or genotoxic stresses [4]. At the cell surface, CWI pathway-activating stimuli are perceived by a set of transmembrane mechanosensors, including Wsc1-3, Mid2, and Mtl1. They transmit the signal to the GTPase Rho1 via its guanosine nucleotide exchange factors (GEFs) Rom1/2, which interact with the plasma membrane (PM) phosphatidylinositol-4,5-bisphosphate (PIP_2_), and Tus1. Consequently, GTP-Rho1 activates Pkc1, responsible for the subsequent activation of the downstream Bck1-Mkk1/2-Slt2 MAPK module [3]. The phosphorylated and thus activated Slt2 MAPK, in turn, activates the transcription factor Rlm1, which modulates the expression of genes involved in the cell wall compensatory mechanism [5], and the SBF complex formed by Swi4 and Swi6, which regulates genes participating in cell cycle control [6] and a small set of cell wall-related genes [7].

Pkc1 is also positively regulated through phosphorylation by Pkh1/2 [8], homologs of the mammalian PM-associated 3-phosphoinositide-dependent protein kinase 1 (PDK1), and the target of rapamycin complex 2 (TORC2) [8,9]. On the other hand, TORC2 monitors the plasma membrane status and phosphorylates and activates protein kinases Ypk1/2 [10]. Although Ypk2 was first identified as a TORC2 substrate, subsequent work showed that Ypk1 plays a major role in downstream signaling to regulate multiple aspects of membrane physiology [10,11]. Ypk1, whose basal activity is conferred by Pkh1/2-mediated phosphorylation [12,13], regulates turgor pressure and plasma membrane tension [14]. Following the increase in plasma membrane tension, TORC2 signaling is activated via the pleckstrin homology (PH) domain adaptor proteins Slm1/2, by recruiting Ypk1 and Ypk2 to TORC2 for phosphorylation and activation [15]. It is very likely that there is some crosstalk between Ypk1- and Pkc1-dependent signaling, as Ypk1 regulates plasma membrane homeostasis and composition, and the localization of different components of the CWI pathway, such as Rom2 or Rho1, depends on plasma membrane components [16].

The lack of a fine-tuned performance from MAPK pathways leads to disastrous outcomes, such as cell death in yeast, and cancer or inflammatory or neurodegenerative disorders in humans [17]. There are regulatory mechanisms, such as protein phosphatases or negative feedback loops, to control the magnitude and timing of the response [18,19]. Nevertheless, signal amplification through positive feedback loops has also been described [20], providing phenomena such as bistable switches [21]. By using a synthetic biology approach, our group generated a genetic positive feedback loop in the CWI pathway consisting of a plasmid bearing the hyperactive allele of one of the MAPKKs, *MKK1^S386P^* [22], placed under the control of the *MLP1* promoter, one of the most induced genes regulated by the transcription factor Rlm1 [23]. Triggering this artificial circuit with a cell wall insult results in cell death due to hyperactivation of the CWI pathway. This so-called Integrity Pathway Activation Circuit (IPAC) proved to be a powerful genetic tool for the discovery of novel signaling regulators of this pathway [24].

In this study, by integrating the IPAC into the *S. cerevisiae* genome, we generated a yeast strain with increased sensitivity to cell wall stress, used to screen a collection of compounds in the search for novel stimuli. This IPAC-integrated strain enabled us to identify five new CWI pathway-activating compounds, namely the aminoglycoside neomycin, lithium chloride (LiCl), zinc chloride (ZnCl_2_), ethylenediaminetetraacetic acid (EDTA), and the antihistamine diphenhydramine (DPH). We further investigated the contribution of the CWI pathway and the transcriptional profiling of the yeast cell response to neomycin, as this aminoglycoside activates the MAPK Slt2 in contrast to other protein synthesis inhibitors assayed.

## 2. Results

### 2.1. Genomic Integration of IPAC Drives Higher CWI Pathway Activation Than Its Expression from a Centromeric Plasmid

In order to improve the performance of the positive feedback circuit IPAC [24] as a screening tool, we explored the effect of its integration into the yeast genome by using different constructs in several genetic backgrounds. As shown in Figure 1a, we found that integration of IPAC at the *HO-SSB1* locus in strain Y3656 promoted greater growth inhibition under different CWI pathway stimulating conditions (Congo red (CR), zymolyase, and SDS) than its expression from a centromeric plasmid. Although both IPAC versions elicited similar Slt2 activation kinetics, the level of Slt2 phosphorylation in yeast cells with integrated IPAC in the presence of CR was almost triple that found in cells bearing the plasmid version (Figure 1b). This increase in IPAC-induced CWI pathway activation in IPAC-integrated yeast cells was also observed at the transcriptional level. In Figure 1c, the *MLP1*p-*LacZ*-based transcriptional assay [25] showed higher *MLP1* expression levels (approximately 2-fold) in the case of the integrated IPAC in comparison with the plasmid IPAC version when cells were treated with CR. These results confirmed that the greater sensitivity to cell wall stress caused by integration of the IPAC was due to a stronger hyperactivation of the CWI pathway. Not only the hypersensitivity, but also the stability of the IPAC integrated in the genome that allows the use of complete media, are advantages over the plasmid versions in the search for novel CWI stimuli.

As shown in Figure 1, the strain with integrated IPAC can be used in different liquid or solid media formats; it always displays higher sensitivity to canonical cell wall perturbing agents than the control strain without this circuit, as observed for zymolyase in a multiwell plate (Figure 1d) or CR in halo (Figure 1e) assays.

### 2.2. Identification of Novel CWI Pathway-Activating Compounds by Using the IPAC

Subsequently, we screened 94 diverse compounds (Table S1) on the strain with integrated IPAC and its corresponding wild type by performing halo sensitivity assays. Only five generated larger growth inhibition halo in cells containing IPAC than in cells without IPAC. Among these compounds were the aminoglycoside neomycin, lithium chloride (LiCl), zinc chloride (ZnCl_2_), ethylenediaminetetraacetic acid (EDTA), and the antihistamine diphenhydramine (DPH) (Figure 2a). As expected, phospho-Slt2 levels induced by these compounds were also more prominent in combination with the IPAC than in its absence. This was concomitant with an increase in the amount and mobility shift of Rlm1 (Figure 2b), meaning that this transcription factor is undergoing activating phosphorylation by Slt2 [26], which reflects that the IPAC feedback loop is functioning and thus causing the hyperactivation of the CWI pathway.

### 2.3. Neomycin, but Not Other Aminoglucosides, Activates the CWI Pathway

Of the compounds tested, there were a few aminoglycosides (kanamycin, gentamycin, G418, and neomycin) (Table S1), but only neomycin turned on the IPAC circuit. Thus, to investigate whether this outcome was specific to this drug, we analyzed by halo assay the effect on IPAC activation of higher concentrations of gentamycin (50 mg/mL), G418 (50 mg/mL), and neomycin (100 mg/mL) than those used in the screening (10 mg/mL), as well as another aminoglycoside, hygromycin B (50 mg/mL), and cycloheximide (1 mg/mL), a non-aminoglycoside protein synthesis inhibitor widely used in yeast studies [27]. As shown in Figure 3a, neomycin was again the only one that generated a growth inhibition halo of larger diameter in yeast cells carrying the IPAC than in cells without it. In these latter cells, the activity of this antibacterial aminoglycoside was practically negligible, as expected. Gentamycin, which, as with neomycin, has only antibacterial activity, did not inhibit the growth of either strain, while aminoglycosides hygromycin B and G418, known for their activity in both bacterial and eukaryotic cells, caused similar inhibition halos of considerable diameter in yeast cells irrespective of the presence of IPAC. Lastly, sensitivity to cycloheximide was moderate and similar in cells with or without IPAC.

To assess the activation of the CWI pathway following treatment with these compounds, Slt2 phosphorylation was analyzed by Western blotting. While neomycin induced phosphorylation of this MAPK relative to the untreated control both in the presence and absence of IPAC, cycloheximide only increased phospho-Slt2 levels in combination with IPAC, whereas gentamycin, G418, and hygromycin B treatments did not promote the activation of Slt2 at all (Figure 3b). To rule out the possibility that the lack of Slt2 phosphorylation observed in the presence of the latter compounds was a consequence of protein synthesis inhibition, Slt2 protein levels were also analyzed, with no apparent decrease in the amount of MAPK (Figure 3b).

### 2.4. Analysis of Signaling Triggered by Neomycin through the Cell Wall Integrity Pathway

Next, we wanted to know the role of the CWI pathway in the response of yeast cells to neomycin. To this end, we tested the sensitivity to this drug of mutants lacking different components of this signaling pathway (Figure 4a). We could not use the Euroscarf collection of nonessential gene mutants because gene disruptions were made by inserting the kanamycin resistance gene, resulting in cross-resistance to neomycin. Instead, the mutants were obtained from a subcollection generated in the Y3656 background using the nourseothricin resistance gene [28].

Figure 4b shows that the absence of key elements of the CWI pathway, such as the mechanosensor Wsc1, the Rho1 GEF Rom2, the MAPKKK Bck1, the MAPKK Slt2, and the SBF transcription factor components Swi4 and Swi6, increased the sensitivity of cells to neomycin. This means that the CWI pathway is essential for yeast survival in the presence of this aminoglycoside. In addition, the pattern of sensitivity to this compound closely resembles that of CR except for the *swi6*Δ mutant, which was very sensitive to neomycin but grew similar to the wild-type strain in the presence of CR. As for phosphatases, the absence of Ptc1, which negatively regulates Mkk1/2, was deleterious in the presence of both neomycin and CR. In contrast, the lack of the dual-specificity phosphatase Msg5 had minimal impact on growth with neomycin but led to reduced growth with CR. These results are consistent with the hyperactivation of the CWI pathway in both *ptc1*Δ and *msg5*Δ mutants and the much higher sensitivity to cell wall stress already observed in the former [29,30].

When we analyzed the phospho-Slt2 levels of these mutants treated with neomycin, only the *rom2*Δ, *bck1*Δ, and *swi6*Δ mutants showed no increase in Slt2 phosphorylation after treatment, reflecting the involvement of these components in signal transmission through the CWI pathway in response to neomycin (Figure 4c). The kinase Pkc1, responsible for the activation of the MAPK module, was also necessary to transmit the neomycin-induced signaling to Slt2, as happens with CR (Figure 4d). In contrast, the *wsc1*Δ, *swi4*Δ, and *ptc1*Δ mutants displayed a rise in phospho-Slt2 levels after neomycin exposure (Figure 4c) despite being quite sensitive to this drug (Figure 4b). Therefore, it seems that a functional CWI pathway is essential for yeast cells to survive neomycin exposure.

We also wanted to know if Rlm1 was active and regulating the canonical CWI gene response under these conditions. To do so, we measured by RT-qPCR the expression levels of *MLP1*, which is one the most induced genes under cell wall stress conditions. As shown in Figure 4e, there was a significant induction of this Rlm1-regulated gene after neomycin exposure, although much lower than the one triggered by CR.

### 2.5. Neomycin Reduces PIP_2_ Availability at the Yeast Plasma Membrane

Neomycin has been used as a PIP_2_-sequestering agent [31,32,33] due to the high-affinity electrostatic interaction between its positively charged moiety and the negative charge of this lipid. We wondered if the effects we observed in yeast cells upon neomycin treatment were due to its interference with PIP_2_ at the PM. Indeed, previous studies carried out by our group showed that PIP_2_ elimination by overexpression of a PM-directed version of the catalytic subunit of mammalian PI3K p110α-CAAX caused activation of the CWI pathway and growth inhibition due to the essential role of this lipid in yeast physiology [34]. Accordingly, we first microscopically tracked the presence of PIP_2_ with a fluorescent reporter consisting of two tandem copies of the pleckstrin homology (PH) domain of the phospholipase C δ1 (PH-PLC δ1) fused to GFP. As shown in Figure 5a, the PIP_2_ reporter was present at the PM to the same extent in neomycin-treated and untreated cells. However, there were some spots that seemed to be associated with PM, which were observed in cells exposed to neomycin (in 40.77 ± 0.054% cells) and absent in untreated control cells. These spots also appeared when the presence of phosphatidylserine, another plasma membrane lipid, was detected with the specific fluorescent reporter RFP-LactC2 (Figure 5b).

This result led us to think that the binding of PH-PLC δ1 probe to PIP_2_ competed with that of the neomycin. In fact, other authors previously demonstrated in mammalian cells that neomycin blocked the hydrolytic activity of PLC on PIP_2_, whereas in the presence of PH-PLC δ1-GFP 2, PLC was no longer susceptible to neomycin blockade [35]. Thus, we decided to check by other means if accessibility to PIP_2_ was compromised by neomycin. To do so, we analyzed whether the growth inhibition caused by the elimination of PIP_2_ was enhanced in the presence of neomycin. As mentioned above, the expression of a version of mammalian p110α targeted to the PM by a CAAX prenylation signal leads to drastic PIP_2_ depletion that causes strong growth inhibition. However, the soluble version of p110α leads to lower levels of conversion of PIP_2_ without compromising cell growth [36,37].

As shown in Figure 5c, upon galactose induction, neomycin toxicity was enhanced as compared to a glucose-based medium (SD), probably due to the effect of this carbon source on cell wall metabolism. Remarkably, exposure to neomycin enhanced the growth inhibition of p110α-expressing cells but did not affect the growth of cells expressing a p110α kinase-dead mutant. This effect seemed to be specific to neomycin, as it did not happen with calcofluor white. Similar results were observed when cells overexpressed phospholipase C1 (PLC1), which catalyzes the hydrolysis of PIP_2_ to generate inositol 1,4,5-triphosphate (IP3) and 1,2-diacylglycerol (DAG) (Figure 5c). Thus, neomycin potentiates the growth inhibition derived from PIP_2_ elimination by both PI3K and PLC1.

Therefore, we thought we might be able to observe the effects of neomycin on the GFP-PH-PLC δ1 localization in cells in which the levels of PIP_2_ were already diminished. To this end we used the PI3K version Myr-p110α, which is targeted to the PM by a myristoylation signal and possesses an intermediate PIP_2_-converting activity when expressed in yeast cells [36]. Consistently, the percentage of Myr-p110α cells with GFP-PH-PLC δ1 at the PM was lower than that of control cells devoid of PI3K activity. After neomycin treatment, the percentage of cells expressing Myr-p110α with the PIP_2_ reporter at the PM was significantly reduced compared to untreated cells (Figure 5d), meaning that neomycin might be binding to PIP_2_ and thus preventing labelling with the reporter. These results indicate that neomycin might reduce the availability of this lipid at the yeast cell PM, thus leading to CWI pathway activation. Indeed, although treatment of wild-type cells with neomycin did not result in significant alteration of chitin content in the yeast cell wall or a change in the axial budding pattern, it induced a modest increase in cell lysis in a dose-dependent manner (Supplementary Figure S1).

### 2.6. TORC2-Dependent Ypk1 Phosphorylation Is Reduced upon Neomycin Exposure

The Slm1–TORC2–Ypk1 pathway is required for PM lipid homeostasis in yeast cells. The central protein in this route is the kinase Ypk1, which, in response to lipid alterations, is recruited to the PM by Slm1 for phosphorylation by TORC2 and subsequently by Pkh1/2 in order to activate several downstream proteins regulating complex lipid metabolism. Interestingly, Slm1 contains a PH domain specific to PIP_2_ that is crucial for the recruitment of Ypk1 to the PM [10]. We decided to test whether the restriction of PIP_2_ availability caused by neomycin altered the activation of this pathway. To this end, we analyzed TORC2-dependent Ypk1 phosphorylation on a HA tagged version expressed from a centromeric plasmid, and on the endogenous one by using a phospho-specific antibody directed against the phosphorylated T662 of Ypk1. As a positive control for Ypk1 phosphorylation, we used cells treated with myriocin, a compound that inhibits sphingolipid biosynthesis. As expected, cells treated with myriocin showed phosphorylation at the T662 of both the plasmid and endogenous version of Ypk1 (Figure 6). In contrast, neomycin treatment did not cause phosphorylation of Ypk1. Moreover, it reduced the phosphorylation of Ypk1 in cells simultaneously treated with myriocin, suggesting that TORC2-mediated signaling is inhibited by neomycin treatment. Therefore, neomycin could be either hindering Slm1 binding to PIP_2_ at the PM and subsequent recruitment of Ypk1, or directly affecting TORC2 function.

One of the subunits of the TORC2 complex, Avo2, has been identified as a phosphorylation substrate of the MAPK Slt2, which downregulates TORC2 function under cell wall stress conditions [38]. If that were the case in the presence of neomycin, an increase in Ypk1 phosphorylation should occur in the absence of Slt2. As shown in Figure 6, Ypk1 phosphorylation levels were similar in the wild-type and *slt2*∆ cells upon treatment with myriocin, neomycin, or a combination of both. Thus, the mechanism by which neomycin causes a reduction in TORC2-dependent Ypk1 phosphorylation is not a direct TORC2 downregulation mediated by Slt2, but rather an indirect effect, likely due to reduced Slm1-dependent Ypk1 recruitment at the PM.

### 2.7. Transcriptional Profile Induced by Neomycin

We performed a DNA microarray analysis to determine the transcriptional profile of cell response to neomycin. 

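The transcripts were measured in cells of the laboratory strain BY4741, a haploid of mating type a, growing in rich medium at 30 °C, in 3 untreated cultures and in 3 cultures exposed to 10 mg/mL neomycin for 4 h. RNA from each culture was hybridised to its own Affymetrix Yeast Genome 2.0 array, so that the comparison rests on 6 arrays and n = 3 per condition. Each value is the GCRMA signal of a probe set on the log2 scale, where a difference of 1 stands for a doubling of the signal. The 5498 probe sets that name a gene measure 5449 genes, and where a gene has several probe sets the one with the highest mean value was taken. Of the genes disrupted in BY4741, *LEU2*, *MET17* and *URA3* had mean values of 4.62, 3.65 and 3.45 in untreated cells and 4.75, 3.73 and 3.45 with neomycin, against a median of 8.84 to 8.93 over all probe sets of each array. *HIS3*, of which BY4741 carries a partial deletion, read 10.33 and 10.53. The highest mean over the 6 arrays among *LEU2*, *MET17* and *URA3*, 4.68, is used here as a mark of background, and 251 genes (4.61%) lie at or under it. Across genes, which are not independent replicates, the Pearson correlation between arrays ran from 0.979 to 0.993, its highest value being that of neomycin replicate 1 with untreated replicate 2. Neomycin replicate 1 also showed smaller changes than the other treated cultures: over the 100 genes with the largest changes chosen without it, its change was 0.473 of theirs at the median, against 0.953 and 1.22 when neomycin replicates 2 and 3 were treated in this way. The first principal component, with 38.8% of the variance, placed the untreated arrays from −11.66 to −6.71 and the neomycin arrays from 4.37 to 13.66.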

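Neomycin raised *BOP2*, a gene of unknown function, 3.65-fold (ratio of the mean signals, n = 3 arrays per condition), *ATG41*, which takes part in autophagy, 2.74-fold, *CIT2*, the peroxisomal citrate synthase, 2.73-fold, *DDR2*, a gene induced by many stresses, 2.61-fold and *TMT1*, the trans-aconitate methyltransferase, 2.43-fold. Their log2 fold changes were 1.85, 1.47, 1.43, 1.36 and 1.26, with standard errors of 0.19, 0.22, 0.16, 0.17 and 0.18 and adjusted p-values of 0.0255, 0.0421, 0.0255, 0.0401 and 0.0408 from limma. In the other direction, *BNA2*, the first enzyme of NAD synthesis from tryptophan, fell to 0.414 of its untreated signal (log2 fold change −1.30, SE 0.19, adjusted p = 0.0408), *SNN1*, a subunit of an endosomal complex, to 0.562 (−0.83, SE 0.13, adjusted p = 0.0421) and *FAA4*, a long-chain acyl-CoA synthetase, to 0.634 (−0.66, SE 0.10, adjusted p = 0.0464). *SPO24* (1.13, SE 0.13, adjusted p = 0.0255), *DIA1* (1.17, SE 0.18, adjusted p = 0.0421) and *GTO3*, an omega-class glutathione transferase (0.85, SE 0.13, adjusted p = 0.0421), which are named because of these values, also rose, *GTO3* from an untreated mean of 4.56 that lies under the background mark.
Over the 5449 genes, 23 were higher and 5 lower with neomycin at an adjusted p under 0.05 (limma, Benjamini-Hochberg). On every neomycin array 304 genes stood above, and 696 below, every untreated array, together 18.4% of the genes where chance gives 10%. The balance of these depends on the scaling, with 467 above and 541 below after quantile normalisation and 496 and 480 with each array centred on its median, where limma's higher genes number 50 and 44. By the paper's criteria, a ratio of at least 1.7 or at most 0.6 with a Bayesian p of at most 0.05 in a regularised test, 79 genes were induced and 20 repressed. Of these, 70 and 17 had neomycin arrays that did not overlap the untreated arrays, and 21 and 4 also passed limma's adjusted test.
Leaving out neomycin replicate 1 gave 119 higher and 23 lower genes in limma and 118 induced and 35 repressed genes by the paper's criteria. Without neomycin replicate 2 limma called 0 and 0 genes (213 higher and 607 lower at an unadjusted p under 0.05, 67 induced and 33 repressed by the ratio criteria), without neomycin replicate 3, 0 and 0 (192 and 314, 69 and 20), without untreated replicate 1, 0 and 0 (195 and 249, 89 and 29), without untreated replicate 2, 0 and 0 (305 and 446, 90 and 29), and without untreated replicate 3, 1 and 1, *ARG1* and *PRM2* (194 and 207, 75 and 23), so that each of these 28 adjusted calls ends when any of the 5 arrays is left out, apart from that of *PRM2* without untreated replicate 3.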

Upon the treatment of yeast cells with this aminoglycoside, 83 genes were induced (≥1.7 fold) and 21 were repressed (≤0.6 fold) compared to untreated control cells (Tables S2 and S3). 

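Among the 79 genes induced by at least 1.7-fold with neomycin, those of arginine and sulfur amino acid synthesis, of amino acid and ammonium transport, of the general stress response, of the response to cell wall stress and of the list of autophagy and vacuolar proteases were over-represented, and mating genes were over-represented among the 20 repressed genes. Of 83 measured genes of amino acid synthesis 13 were induced (odds ratio 14.9, adjusted p = 1.4e-09, a 2-sided Fisher's exact test), among them 6 of 8 arginine genes (adjusted p = 2.3e-09) and 5 of 23 genes of sulfur amino acid synthesis (adjusted p = 1.5e-04), while the 52 genes of the other amino acid pathways, with 2 induced, did not pass (adjusted p = 0.674). Of 27 transport genes 4 were induced (adjusted p = 0.00409), *RTC2*, a vacuolar exporter of basic amino acids, *MEP1*, an ammonium permease, *GAP1*, the general amino acid permease, and *ODC2*, a mitochondrial carrier of oxodicarboxylates. Of 30 genes of autophagy and vacuolar proteases 4 were induced (adjusted p = 0.00505), *ATG41*, *ATG8*, *PRB1*, the vacuolar proteinase B, and *YPS1*, a protease anchored at the cell surface. The general stress genes gave 12 of 50 (adjusted p = 4.7e-11), the cell wall stress genes 15 of 43 (adjusted p = 4.7e-16), the components of the CWI pathway 4 of 28 (adjusted p = 0.00425) and, among the repressed genes, the mating genes 10 of 39 (odds ratio 183, adjusted p = 5.9e-16) and the genes of NAD synthesis 2 of 13, *BNA2* and *BNA4* (adjusted p = 0.00536). The use of these criteria for this count was chosen after seeing the data. The lists overlap in some genes, and they were written after the genes of Tables S2 to S7 had been read, so that their counts are not independent evidence.
With the 23 higher and 5 lower genes of limma's adjusted test in place of the ratio criteria, 6 of the pairs of a list and a direction passed the exact test. These were cell wall stress with 10 of 43 genes (odds ratio 124, adjusted p = 2.1e-14), the CWI pathway with 3 of 28 (adjusted p = 0.00545), autophagy and vacuolar proteases with 3 of 30, *ATG41*, *ATG8* and *YPS1*, the last of which acts at the cell surface and belongs to the cell wall stress list too (adjusted p = 0.00545), and sulfur amino acid synthesis with 2 of 23 (adjusted p = 0.0449) among the higher genes, and the pheromone-induced genes with 2 of 32 (adjusted p = 0.00545) and all mating genes with 2 of 39 (adjusted p = 0.00650) among the lower. The 3 genes of the CWI pathway, *SLT2*, *KDX1* and *BAG7*, also stand in the cell wall stress list. Both pairs among the lower genes rest on the same 2 genes, *PRM6* and *PRM2*. The 6 pairs are therefore not separate results. The number of pairs was 13 without neomycin replicate 1 and 0 without neomycin replicate 2 or 3 or untreated replicate 1, 2 or 3, where limma called at most 1 gene in each direction.

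**Figure D1:**
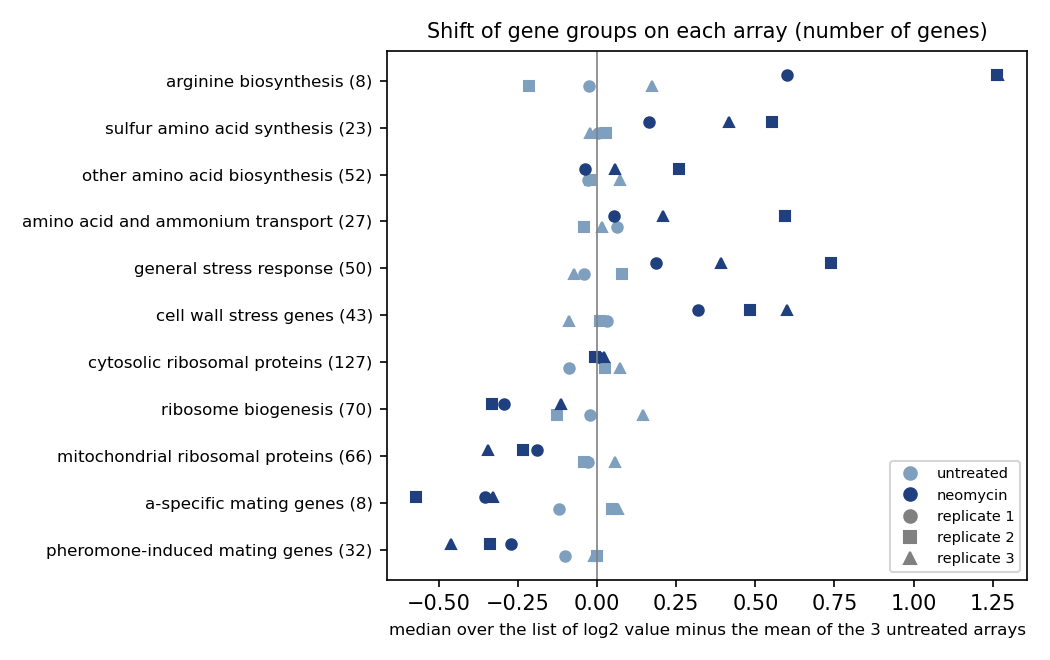
Median over each of 11 gene lists (y axis, number of genes in brackets) of the log2 value on an array minus the mean of the 3 untreated arrays (x axis, log2 units), with untreated arrays in light blue, neomycin arrays in dark blue and the replicate number given by the marker's shape. The cell wall stress genes lie at 0.32, 0.48 and 0.60 on the neomycin arrays and from −0.09 to 0.03 on the untreated arrays, and the cytosolic ribosomal proteins lie from −0.01 to 0.02 with neomycin.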

We then performed a Gene Ontology (GO) analysis by which we observed a significant enrichment of upregulated genes in the functional groups corresponding to amino acid metabolism, amino acid transport, starvation response and membrane invagination, while the downregulated genes were mostly involved in conjugation (Figure 7a and Tables S4 and S5). To verify the validity of the transcriptional profiling data obtained with neomycin, we performed RT-qPCRs with representative genes of the main functional categories (Figure 7b). Of the induced genes related to amino acid biosynthesis, we selected *STR3* and A*R*G1, which encode the proteins involved in two distinct metabolic pathways, sulfur amino acid and arginine synthesis. We also chose genes related to stress response (*HSP12*), cell wall biosynthesis (*PIR3*), signaling (*BAG7*), and lipid metabolism (*INO1*). As shown in Figure 7b, there was an induction in all these genes in the presence of neomycin, showing in most cases ratios similar to those obtained with DNA microarrays, which validates the transcriptomic results.

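On the arrays, neomycin raised *STR3*, which encodes a cystathionine beta-lyase, 7.27-fold, *BAG7*, a GTPase-activating protein of Rho1, 5.20-fold and *PIR3*, a covalently bound cell wall protein, 3.93-fold. *STR3* went from a mean log2 value of 5.07 ± 0.403 (SD, n = 3) to 7.85 ± 0.779, *BAG7* from 3.66 ± 0.229 to 5.93 ± 0.698 and *PIR3* from 7.05 ± 0.196 to 8.99 ± 0.448, with limma adjusted p-values of 0.0401, 0.0408 and 0.0255. *ARG1*, the argininosuccinate synthetase, had a mean of 8.36 ± 0.899 without and 11.11 ± 0.579 with neomycin (ratio 6.12), *HSP12*, a small stress protein of the plasma membrane, 10.63 ± 0.417 and 12.06 ± 0.459 (ratio 2.72) and *INO1*, the inositol 3-phosphate synthase, 5.86 ± 0.153 and 6.94 ± 0.568 (ratio 2.21). The log2 fold changes of these latter genes, 2.74 (SE 0.45, adjusted p = 0.0500), 1.43 (SE 0.27, adjusted p = 0.0647) and 1.08 (SE 0.26, adjusted p = 0.140), missed an adjusted p under 0.05. All 6 genes were higher on each neomycin array than on each untreated array, for which an exact permutation test of 3 arrays against 3 gives p = 0.1, the smallest it can give. The untreated mean of *BAG7* lies under 4.68, the level of the deleted genes, so that its ratio starts from background.
Without neomycin replicate 1 all 6 genes passed, with adjusted p-values from 0.00103 for *STR3* to 0.0283 for *HSP12*, and *ARG1* also passed without untreated replicate 3 (adjusted p = 0.0323, with a ratio of 10.0). Without neomycin replicate 2 or 3 or untreated replicate 1, 2 or 3, the adjusted p of *STR3* was 0.129, 0.168, 0.137, 0.115 and 0.105, that of *BAG7* 0.129, 0.0894, 0.132, 0.115 and 0.160 and that of *PIR3* 0.129, 0.0894, 0.0909, 0.0898 and 0.105.

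**Figure D2:**
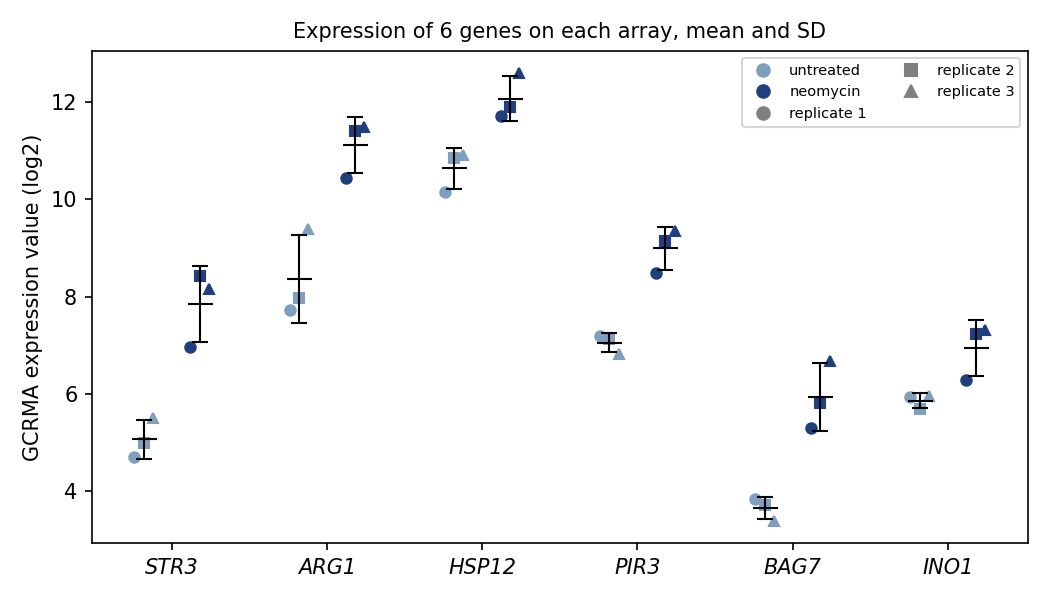
Log2 GCRMA signal (y axis) of *STR3*, *ARG1*, *HSP12*, *PIR3*, *BAG7* and *INO1* (x axis) on each array, with untreated arrays in light blue, neomycin arrays in dark blue, the replicate number given by the marker's shape and black bars for the mean ± SD of 3 arrays. For each gene the neomycin arrays lie above the untreated arrays, with *STR3* at 6.96, 8.42 and 8.16 against 4.71, 5.00 and 5.51.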

We next compared the transcriptional response to neomycin to that observed in cells suffering similar stress conditions to those imposed by neomycin: treatment with the aminoglycoside gentamycin (GEO Accession Number GDS2999), the absence of the ribosomal protein encoding gene *RPL22* [39], overexpression of the plasma membrane-tagged mammalian PI3K-CAAX [34], and cell wall damage due to the chitin-binding dye CR [23]. As observed in Figure 8, treatment with neomycin induced a specific set of genes involved in amino acid metabolism and biosynthesis, as occurred with gentamycin and the *rpl22* mutant, including *ARG1*, *ARG3*, *CPA2*, and/or *LYS1*. These three conditions also shared the repression of genes involved in mating, such as *FIG1*, *AGA1*, or *PRM2*.

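In the cells treated with neomycin, *MET14*, the adenylylsulfate kinase of sulfate assimilation, rose 1.88-fold (log2 fold change 0.92, SE 0.14, adjusted p = 0.0421 from limma, n = 3 arrays per condition). *ARG3*, the ornithine carbamoyltransferase of arginine synthesis, had a ratio of 4.49 (2.14, SE 0.44, adjusted p = 0.0875), and *LYS1*, the saccharopine dehydrogenase that makes lysine, a ratio of 1.80 (0.83, SE 0.14, adjusted p = 0.0535). Each of them was higher on every neomycin array than on every untreated array, and *ARG3* and *LYS1* passed without neomycin replicate 1 (adjusted p = 0.0116 and 0.00657).
The 8 measured arginine genes had a median log2 fold change of 1.03, and 6 of them were separated (chance share 10%, share over all genes 18.4%). After *ARG1* and *ARG3*, chosen once their values had been seen, came *ARG7* (1.33, SE 0.29), *ARG4* (1.26, SE 0.22), *CPA1* (0.79, SE 0.14) and *ORT1* (0.76, SE 0.17), while *ARG8* and *ARG2* had values of 0.14 and 0.13. Of these genes 0 passed limma's adjusted test over all genes and 6 were higher adjusted over the list alone. A camera test with the preset inter-gene correlation of 0.01 placed the list above the other genes (adjusted p = 8.6e-10). With the estimated correlation, 0.793, it did not (adjusted p = 0.300). The list's median on each array, relative to the untreated mean, was 0.60 on neomycin replicate 1, 1.26 and 1.27 on replicates 2 and 3 and −0.22 to 0.17 on the untreated arrays.
Of the 23 genes of sulfur amino acid synthesis, 2 rose over all genes, *STR3* and *MET14*, and 11 were higher and 1 lower adjusted over the list alone. *MET2*, *MET10* and *MET3*, which were picked out by their values, had log2 fold changes of 1.39 (SE 0.31), 0.84 (SE 0.18) and 0.73 (SE 0.15). The median was 0.32 (camera adjusted p = 1.5e-09, and adjusted p = 0.300 with an estimated correlation), 0.49 without neomycin replicate 1 and 0.20 without neomycin replicate 2. Over the 52 genes of the other amino acid pathways the median was 0.11 (camera adjusted p = 3.9e-05, and adjusted p = 0.479 with an estimated correlation), falling to 0.04 without neomycin replicate 2. There 0 genes passed over all genes, and adjusted over the list alone *LYS1* was higher and *BAT2*, the cytosolic branched-chain aminotransferase (−0.69, SE 0.13), lower. Over the 83 genes of these 3 lists together the median was 0.18 (camera adjusted p = 1.1e-12, and adjusted p = 0.427 with an estimated correlation), with array medians of −0.01, 0.37 and 0.22 on neomycin replicates 1, 2 and 3 against −0.02, −0.02 and 0.05 on the untreated arrays, so that neomycin replicate 1 lies among these, and it was 0.33 without neomycin replicate 1 and 0.06 without neomycin replicate 2.
Of the 27 genes of amino acid and ammonium transport 0 passed over all genes and 4 were higher adjusted over the list alone, *RTC2* (1.15, SE 0.21), *MEP1* (0.94, SE 0.20), *GAP1* (0.93, SE 0.26) and *ODC2* (0.81, SE 0.14) having the largest values. Their median was 0.19 (camera adjusted p = 5.1e-06, and adjusted p = 0.479 with an estimated correlation), 0.34 without neomycin replicate 1, 0.07 without neomycin replicate 2 and 0.31 without neomycin replicate 3.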

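Of the mating genes, neomycin lowered *PRM6* and *PRM2*, which encode pheromone-regulated membrane proteins, to 0.150 and 0.243 of their untreated signal (log2 fold changes −2.85, SE 0.37, and −1.99, SE 0.22, with adjusted p = 0.0401 and 0.0255 from limma, n = 3 arrays per condition). *FIG1*, a membrane protein needed for mating, had a ratio of 0.142 (−3.11, SE 0.57, adjusted p = 0.0631), with mean log2 values of 8.77 ± 0.606 (SD) without and 5.66 ± 1.23 with neomycin. *AGA1*, the anchorage subunit of the a-agglutinin, had a ratio of 0.370 (−1.52, SE 0.30, adjusted p = 0.0831). With neomycin *PRM6* and *PRM2* both had a mean of 4.66, at the level of the deleted genes, so that their ratios end at background.
The 32 pheromone-induced genes had a median log2 fold change of −0.38 (camera adjusted p = 9.5e-09, and adjusted p = 0.270 with an estimated correlation). Of these genes 2 fell in the test over all genes and 13 were lower and 2 higher adjusted over the list alone. Taken up after their values were seen, *PRM1* (−1.64, SE 0.27), *PRM3* (−1.35, SE 0.33) and *KAR4*, a transcription factor of the mating response (−0.65, SE 0.12), were among these lower genes, and *AFR1* (0.55, SE 0.14) and *PRM4* (0.53, SE 0.15) were the higher ones. On the arrays 17 were separated downwards and 2 upwards, where chance gives 10% of genes in all and the share over all genes was 18.4%.
The 8 genes of the a-specific list, of which *AXL1* also stands in the pheromone-induced list, all had values below 0, with a median of −0.35 (camera adjusted p = 1.5e-05, and adjusted p = 0.270 with an estimated correlation). Here 0 passed over all genes and 5 were lower adjusted over the list alone, the largest values being those of *ASG7* (−1.20, SE 0.21), *AGA2*, the partner subunit of *AGA1* (−1.01, SE 0.30), and *MFA1*, a gene of the a-factor (−0.69, SE 0.18). Both lists together held 39 genes with a median of −0.39 (camera adjusted p = 3.6e-11, and adjusted p = 0.270 with an estimated correlation) and array medians of −0.28, −0.37 and −0.43 on neomycin replicates 1, 2 and 3 and −0.10 to 0.04 on the untreated arrays.
Of the genes expressed only in α cells, *STE3*, *MF(ALPHA)1*, *MF(ALPHA)2* and *SAG1* had log2 fold changes of −0.54, −0.47, −0.71 and −0.49, with adjusted p-values from 0.188 to 0.349, so that none passed, and *MF(ALPHA)1* lies under the background mark in both groups (means of 3.71 and 3.25). *STE3*, *MF(ALPHA)2* and *SAG1* lie above it in both groups, with untreated means of 5.82, 6.20 and 8.29 and means of 5.28, 5.49 and 7.80 with neomycin. The 23 α-specific and diploid genes had a median of −0.11 (camera adjusted p = 0.134, and adjusted p = 0.479 with an estimated correlation), with 0 genes passing over all genes or adjusted over the list alone, and the list passed without untreated replicate 3 (median −0.20, adjusted p = 0.0283 with the preset correlation). Without neomycin replicate 1 *FIG1* and *AGA1* passed (adjusted p = 0.00148 and 0.00242), and the ratios of *FIG1* and *PRM6* were 0.0674 and 0.0992. The adjusted p of *PRM6* was 0.129, 0.135, 0.132, 0.0942 and 0.142 without neomycin replicates 2 and 3 and untreated replicates 1, 2 and 3, and that of *PRM2* was 0.129, 0.0988, 0.0810, 0.0872 and 0.0204.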

Interestingly, neomycin also induced the expression of a group of genes related to cell wall homeostasis and signaling, similar to those induced by CR or triggered by expressing PI3K-CAAX, such as *PIR3, GSC2* (*FKS2*), *BAG7*, and *SLT2*. These are genes that belong to the common transcriptional reprograming fingerprint in response to cell wall stress [40]. 

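*GSC2*, a catalytic subunit of the β-1,3-glucan synthase, rose 3.59-fold with neomycin, from a mean log2 value of 9.48 ± 0.351 (SD, n = 3) to 11.31 ± 0.419 (log2 fold change 1.83, SE 0.24, adjusted p = 0.0401 from limma). *SLT2*, the MAP kinase of the CWI pathway, rose 1.77-fold (0.82, SE 0.13, adjusted p = 0.0464) and *SRL3* 2.56-fold (1.33, SE 0.18, adjusted p = 0.0408). *PIR3* and *BAG7* had log2 fold changes of 1.94 (SE 0.22) and 2.28 (SE 0.31).
Of the 43 measured genes that respond to cell wall stress, 10 rose in the test over all genes, 21 were higher and 0 lower adjusted over the list alone, 23 were separated upwards and 1 downwards (chance share 10% in all, share over all genes 18.4%), and 6 had values below 0. The median was 0.45 (camera adjusted p = 2.0e-23, and adjusted p = 0.270 with an estimated correlation). Further members with values near those of the called genes, chosen after these were seen, were *RTS3* (1.22, SE 0.24, adjusted p = 0.0744), *YPS3*, a protease of the cell surface (0.88, SE 0.21, adjusted p = 0.140), *CRG1* (0.82, SE 0.17, adjusted p = 0.0924) and *PRM5* (0.81, SE 0.16, adjusted p = 0.0745). The adjusted p of *GSC2* was 0.0035 without neomycin replicate 1 and 0.129, 0.130, 0.137, 0.107 and 0.0638 without neomycin replicates 2 and 3 and untreated replicates 1, 2 and 3, and that of *SLT2* 0.0141 and then 0.144, 0.190, 0.177, 0.136 and 0.185.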

Finally, we checked the transcription factors involved in the regulation of the genes differentially expressed in response to neomycin (Tables S6 and S7). As expected, most of them are involved in the modulation of amino acid biosynthetic routes and protein metabolism as well as in the stress response, such as *GCN4* and *YAP1*.

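*GCN4*, the activator of amino acid synthesis, had mean log2 values of 12.84 without and 12.89 with neomycin (log2 fold change 0.04, SE 0.10, adjusted p = 0.909 from limma, n = 3 arrays per condition) and *YAP1*, the activator of the oxidative stress response, 8.88 and 8.81 (−0.07, SE 0.19, adjusted p = 0.918). The paper's statement rests on the genes these factors regulate, and a transcript level does not measure a factor's activity. By the paper's description Gcn4 is controlled in translation too, and Yap1 through disulfide bonds and entry into the nucleus. The sign of the *GCN4* value turned without untreated replicate 1 (−0.01), and that of *YAP1* without neomycin replicate 1 (0.02), neomycin replicate 3 (0.03) or untreated replicate 1 (0.08). The list of oxidative stress targets of Yap1 used here was written by hand and is not the paper's set. That set came from Yeastract and holds 97.56% of the paper's induced genes. The 24 measured genes of the hand-written list had a median of −0.06, with 0 genes passing limma's adjusted test over all genes or adjusted over the list alone (camera adjusted p = 0.407). They do not bear on the paper's set. The lowest values in this list, singled out after they were seen, were those of *FRM2* (−0.59, SE 0.14, adjusted p = 0.133) and *GTT2*, a glutathione transferase (−0.42, SE 0.16).
The 50 genes of the general stress response had a median of 0.45 (camera adjusted p = 1.4e-19, and adjusted p = 0.270 with an estimated correlation). Of these 1, *DDR2*, rose over all genes, 13 were higher and 0 lower adjusted over the list alone, and 20 were separated upwards and 0 downwards where chance gives 10% in all and the share over all genes was 18.4%. Members again taken by their values were *CTT1*, the cytosolic catalase (1.03, SE 0.26, adjusted p = 0.167), *HSP30*, a stress protein of the plasma membrane (1.04, SE 0.32, adjusted p = 0.246), *FMP16* (1.13, SE 0.28, adjusted p = 0.162) and *TMA10* (1.23, SE 0.46, adjusted p = 0.327). The median of the list stood at 0.19, 0.74 and 0.39 on neomycin replicates 1, 2 and 3 and at −0.07 to 0.08 on the untreated arrays, and it was 0.29 when neomycin replicate 2 was left out.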

## 3. Discussion

Previously, we showed that rewiring the CWI pathway with the synthetic positive feedback loop IPAC is an excellent tool for identifying novel signaling elements that participate when cells are challenged with an activating stress. Now we have extended the applications of this synthetic circuit to the identification of novel stimuli that fires this pathway. Furthermore, we have optimized the method by integrating the IPAC into the genome, increasing sensitivity by boosting signal amplification.

The hypersensitivity to cell wall stress caused by activation of the IPAC circuit integrated in the yeast genome has allowed us to discover five novel CWI stimuli, namely the aminoglycoside neomycin, lithium chloride (LiCl), zinc chloride (ZnCl_2_), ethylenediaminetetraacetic acid (EDTA), and the antihistamine diphenhydramine (DPH). Neomycin is an antibacterial antibiotic that binds to the 30S subunit of the prokaryotic ribosome inhibiting translation of mRNA, but it also exhibits affinity for phospholipid components of cell membranes, which could lead to alterations at the cell surface [31]. Whereas it is difficult to devise the mechanism of action of the antihistamine DPH as CWI pathway-activating compound, LiCl is known to play a role in two key signal transduction pathways including protein kinase C and glycogen synthase kinase-3 in human cells [41] and to induce competence in yeast cells for DNA transformation [42]. Therefore, it could be stimulating CWI pathway signaling from the yeast cell surface. In the same line, Zn associates with the carbohydrate components of plant cell wall and provokes changes in the cell wall structure [43]. In addition, ZnCl_2_ has been reported to cause oxidative stress in eukaryotic cells by blocking essential enzymatic functional groups [43] and oxidative stress has been shown to stimulate the CWI pathway [4]. ZnCl_2_ could affect not only enzymes involved in stress response but also in cell wall construction, leading to cell wall perturbation. Similarly, EDTA may be inactivating metalloproteins through its ability to chelate divalent metals [44].

Among these compounds, we decided to further investigate the impact of neomycin on yeast cells and determine the role the CWI pathway plays in the cellular response to neomycin, as our results indicated that this antibiotic exerts some specific actions not shared by other protein synthesis inhibitors. Standard grade neomycin, supplied as neomycin sulfate, is a mixture of neomycin A, neomycin B and neomycin C, and some minor compounds found in much smaller amounts. It contains a minimum of 85% neomycin B, which is the most active component, followed by neomycin C and neomycin A, an inactive degradation product of the C and B isomers that does not exhibit antibiotic properties [45]. Although the activity of neomycin C and A in activating the CWI pathway cannot be ruled out, such activity is most likely dependent on the more abundant neomycin B.

We have found that this aminoglycoside appears to interact with anionic phospholipids of the plasma membrane, such as PIP_2_ or PS, probably exerting plasma membrane stress, which would be responsible for the CWI pathway activation triggered by neomycin. Previous in vitro assays have shown that neomycin binds specifically to PIP_2_, causing an increase in membrane fluidity [31,32,46]. In fact, neomycin has been used as a probe to label this phospholipid in membranes [47]. Moreover, neomycin also neutralizes the negative charge of this anionic phosphoinositide, interfering with its physiological interaction with the positively charged PH domain of the mammalian phospholipase C (PLC) and inhibiting PIP_2_ hydrolysis both in vitro and in vivo by a process called electrostatic charge shielding [48]. Our results show that neomycin potentiates the PIP_2_ reduction caused by expression in *S. cerevisiae* of both human PI3K and PLC, which is indicative of its ability to sequester PIP_2_ and compromise the availability of this essential phosphoinositide at the PM, also in yeast cells. The aggregates of PIP_2_ and PS that appear associated to the PM upon neomycin treatment resemble those observed upon a decrease in PM tension caused by the TORC2 inhibitor palmitoylcarnitine. This treatment induces PIP_2_ phase separation into invaginated domains that cause TORC2 inactivation [49]. Indeed, it has been shown that PIP_2_ depletion reduces TORC2 activity [50]. All these observations support the idea that neomycin is interfering with PIP_2_ availability and PM organization, impairing TORC2 activity and consequently TORC2-dependent Ypk1 phosphorylation.

In addition, neomycin can inhibit ion channels in mammalian cells by different mechanisms [51,52,53]. Membrane potential can affect the arrangement of certain lipids on the inner side of the plasma membrane, such as the anionic phospholipids PS or PIP_2_, which directly influence the organization of membrane-anchored signaling elements such as Ras-type GTPases, thus modulating MAPK signaling [54]. Similarly, neomycin could be altering the activity of components involved in CWI pathway signaling located in the yeast plasma membrane via PIP_2_. For example, in *S. cerevisiae* Rho1 and its GEF Rom2 interact with PIP_2_ at the plasma membrane [55,56], so the reduction of this interaction by neomycin could lead to the loss of certain Rho1 functions with repercussions for cell wall integrity, leading to activation of the CWI pathway. In support of this hypothesis, the loss of PIP_2_ upon overexpressing human PI3K promotes the activation of the CWI pathway via Rom2 [34]. Indeed, here we prove that Rom2 also participates in signaling through this pathway in response to neomycin.

As in the case of neomycin, the lack of CWI pathway components, such as Tus1, Rho1, Pkc1, Bck1, Mkk1/2, Slt2, and Swi6, leads to sensitivity to palmitoleic unsaturated fatty acid [57], which suggests that this pathway is involved in the maintenance of PM fluidity homeostasis. Likewise, the alteration of the lipid composition of the plasma membrane due to the lack of inositol and the presence of choline in the medium leads to Slt2 phosphorylation and the Rlm1-mediated transcriptional activation of cell wall genes [58]. Furthermore, in a *slt2Δ* mutant both phosphatidylcholine turnover and synthesis are impaired, and the *pkc1Δ*, *bck1Δ*, and *slt2Δ* mutants show auxotrophy for inositol, indicating again an important role of the CWI pathway in PM lipid homeostasis [58]. Therefore, all evidence points to the activation of the CWI pathway by neomycin being due to the alteration of lipid homeostasis caused by this aminoglycoside and, consequently, the cellular response to this alteration is impaired in the absence of key components of this pathway. This is also supported by our transcriptional data showing a group of genes characteristically induced by the CWI pathway in cell wall-activating conditions, such as Congo red, and upon PIP_2_ depletion imposed by p110α-CAAX.

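Within the CWI pathway itself, beside *SLT2*, the MAP kinase, and *BAG7*, whose product acts on Rho1, *KDX1*, the pseudokinase also known as *MLP1*, rose 2.08-fold (log2 fold change 1.08, SE 0.16, adjusted p = 0.0421 from limma, n = 3 arrays per condition). Of the other genes of the cell wall stress list, *RCN2* rose 2.11-fold (1.08, SE 0.15, adjusted p = 0.0408), *CMK2*, a calmodulin-dependent kinase, 1.88-fold (0.90, SE 0.13, adjusted p = 0.0408), *YPS1* 1.73-fold (0.79, SE 0.13, adjusted p = 0.0481) and *PST1*, a cell wall protein, 1.63-fold (0.71, SE 0.11, adjusted p = 0.0421), these and the following genes being picked after their values were seen. *PTP2*, a phosphatase that acts on Slt2, had a value of 0.85 (SE 0.16, adjusted p = 0.0660) and *RLM1*, its transcription factor, 0.47 (SE 0.13, adjusted p = 0.191). The sensors *MID2* and *SLG1* (*WSC1*), the exchange factor *ROM2*, *RHO1*, *PKC1* and *BCK1*, which act before Slt2, had values of −0.05, 0.03, 0.03, 0.05, −0.27 and −0.02, with adjusted p-values from 0.363 to 0.963.
Of the 28 components of the pathway 3 rose over all genes and 6 were higher and 0 lower adjusted over the list alone, and 6 were separated upwards and 4 downwards (chance share 10% in all, share over all genes 18.4%). The median was 0.02 and the mean 0.16 (camera adjusted p = 0.0316, and adjusted p = 0.427 with an estimated correlation). The list's test was not passed without neomycin replicate 1 (median 0.04, adjusted p = 0.0506), neomycin replicate 2 (−0.07, adjusted p = 0.0557) or untreated replicate 3 (0.02, adjusted p = 0.0590), or without the 1363 dimmest genes (−0.04, adjusted p = 0.796), and the median was 0.00 without untreated replicate 1. From the induction of genes characteristic of the CWI pathway, which Congo red and the depletion of PIP2 by p110α-CAAX also induce, the paper adds to its reasoning that neomycin activates the pathway by altering lipid homeostasis.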

In addition, the transcriptional profile displayed by yeast cells exposed to neomycin shows that protein synthesis is also impaired to some extent. Indeed, apart from hindering protein synthesis in prokaryotes by irreversibly binding to the 30S ribosomal subunit, specifically to a conserved group of nucleotides of 16S rRNA, reducing translation fidelity [59], aminoglycosides have also been shown to bind to mammalian ribosomes, albeit with lower affinity [60]. In particular, binding to mitochondrial ribosomes, and specifically to 12S rRNA, appears to be one of the main causes of the ototoxicity induced by this type of drug [61,62]. 

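The paper's abstract ties the action on the ribosome to the genes of amino acid metabolism. The transcripts of ribosomal proteins given here do not measure protein synthesis or its inhibition. With neomycin, the 127 genes of cytosolic ribosomal proteins had a median log2 fold change of 0.01 and a mean of −0.00, and 0 of them passed limma's adjusted test over all genes or adjusted over the list alone (n = 3 arrays per condition). *RPL22A* had mean log2 values of 13.03 and 12.98 (log2 fold change −0.05, SE 0.11, adjusted p = 0.901) and its paralog *RPL22B*, chosen after its value was seen, −0.31 (SE 0.15, adjusted p = 0.399). Lower values were found for the genes that build ribosomes: the 70 genes of ribosome biogenesis had a median of −0.26 (camera adjusted p = 2.0e-09, and adjusted p = 0.479 with an estimated correlation), and the 66 genes of mitochondrial ribosomal proteins a median of −0.24 (camera adjusted p = 6.7e-10, and adjusted p = 0.300 with an estimated correlation).
In neither list did a gene pass over all genes or adjusted over the list alone (0 and 0), but 27 and 31 genes were separated downwards and 0 and 1 upwards, where chance gives 10% in all. Over all 5449 genes 696 were separated downwards and 304 upwards, 18.4% in all, a balance that depends on the scaling. Examples picked by their values are *BUD23*, a methyltransferase of the small subunit's rRNA (−0.50, SE 0.13, adjusted p = 0.187), and *DBP9*, a helicase of the large subunit's assembly (−0.41, SE 0.11, adjusted p = 0.197), and among the mitochondrial proteins *RSM25* (−0.53, SE 0.11, adjusted p = 0.0924) and *RSM22* (−0.46, SE 0.12, adjusted p = 0.171). On neomycin replicates 1, 2 and 3 the array medians were −0.29, −0.33 and −0.11 for ribosome biogenesis, where untreated replicates 1, 2 and 3 had −0.02, −0.12 and 0.15, so that neomycin replicate 3 overlaps untreated replicate 2, and −0.19, −0.23 and −0.34 for the mitochondrial proteins, where the untreated arrays had −0.04 to 0.06. The 57 translation factors and aminoacyl-tRNA synthetases had a median of −0.10 (camera adjusted p = 0.0380, and adjusted p = 0.770 with an estimated correlation), with 0 genes passing over all genes or adjusted over the list alone and 11 separated downwards, *RLI1* having the lowest value (−0.35, SE 0.11, adjusted p = 0.260).
The cytosolic ribosomal proteins passed the camera test without neomycin replicate 2 (median 0.01, adjusted p = 0.00271) and without untreated replicate 3 (0.05, adjusted p = 0.00398), and their median was −0.04 without untreated replicate 1 (adjusted p = 0.558). The translation factors no longer passed without neomycin replicate 1 (−0.03, adjusted p = 0.234), neomycin replicate 3 (−0.10, adjusted p = 0.0672) or untreated replicate 3 (−0.06, adjusted p = 0.362) or with each array centred on its median (−0.06, adjusted p = 0.0514), and their median was −0.16 without neomycin replicate 2.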

In fact, this reduced specificity is being exploited in the search for new applications of these drugs, including as antiprotozoal or antifungal agents [61].

## 4. Materials and Methods

### 4.1. Strains and Growth Conditions

The *Saccharomyces cerevisiae* strains used in this study are listed in Table S8. Yeast cells were routinely cultured overnight at 180 rpm and 24 or 30 °C in a yeast extract peptone dextrose (YPD) medium (1% yeast extract, 2% peptone, and 2% dextrose) or selective synthetic dextrose (SD) medium (0.17% yeast nitrogen base, 0.5% ammonium sulfate, and 2% dextrose), supplemented appropriately with the required amino acids when the cells carried plasmids. For the expression of *GAL1*-driven genes, synthetic galactose (SG) and synthetic raffinose (SR) media were used, in which glucose was replaced with 2% galactose or 1.5% raffinose, respectively. *GAL1* induction in liquid media was performed by growing cells in SR to mid-exponential phase and then refreshing the cultures to an O.D._600 nm_ of 0.3 directly with SR supplemented with galactose 2% (SR-G) for 5 h.

YPD supplemented with 1M sorbitol was used for culturing CL128 and *pkc1Δ* strains. Overnight stationary phase cultures were refreshed to an O.D._600 nm_ of 0.3 with YPD and incubated for an additional 2–3 h under the same conditions until the exponential growth phase. Then, when necessary, Congo red (Merck, Darmstadt, Germany), neomycin, supplied as neomycin sulfate (Gibco^®^, Thermo Fisher Scientific, Waltham, MA, USA), or other compounds were added at the indicated concentrations, and cells were collected and subsequently processed according to the experimental approach.

### 4.2. DNA Manipulation and Plasmids

To integrate the IPAC cassette [24] into the yeast genome, the plasmid pCWIST-IPAC was constructed in several steps, based on the previously described strategy for integration at the *HO* locus [63]. We used, as a backbone, the pRS306-based custom-made plasmid pCWIST. To obtain pCWIST-IPAC, we first subcloned the *Bam*H1-*Eco*R1 fragment containing the *natmx6* resistance gene from plasmid pFA6a-natMX6 [64] into pCWIST to yield pCWIST-Nat. Then, the IPAC cassette was introduced by successive cloning into pCWIST-Nat the *MLP1* promoter, PCR amplified with oligonucleotides 5′-CCCC*GGGCCC*ACAACAAGAACGTGGGCGATAC-3′ (*Psp*OMI) and 5′-CCCC*CTCGAG*CATTTAATTGTGAATCTTTCTTCG-3′ (*Xho*I), the *MKK1^S386P^* coding sequence, PCR amplified with oligonucleotides 5′-CCCGTCGA*CTCGAG*ATGGCTTCACTGTTCAGACC-3 (*Xho*I) and 5′-CCC*GTCGAC*TTAATCTTTCCAGCACTTCC (*Sal*I) using plasmid pNV7-MKK1^P386^ [22] as template, and the *ADH1* terminator, PCR amplified with oligonucleotides 5′-CCCCGGATCC*GTCGAC*CCTGAGTAATAAGCG-3′ (*Sal*I) and 5′-CCCCC*GGATCC*CGGTGGTGGTCAATAAG-3′ (*Bam*H1). pCWIST-IPAC, after *Not*1 digestion, allowed integration of the cassette (*MLP1*p-*MKK1^S386P^-ADH1*t-*Nat^R^*) at the *HO-SSB1* locus. YSTH1 (Y3656 *HO*::*natMX6*::*SSB1*) and YSTH2 (Y3656 *HO*::*MLP1*p-*MKK1^S386P^-ADH1*t-*natMX6*::*SSB1*) strains were constructed by integrating the *Not*1 fragment from pCWIST-Nat and pCWIST-IPAC, respectively, into the wild-type Y3656 strain.

The plasmids YCplac111 [65], YCplac111-IPAC [24], Yep352-pMLP1-lacZ [25], YCpLG-p110/YCpLG-p110-K802R [37], YCpLG-Myr-p110α [66], and pJMCS-DM23 [36] have already been described. Plasmids pLB187 (empty plasmid) and pLB215 (Ypk1-HA) [10], were kindly provided by Dr. Ted Powers (UC Davis, CA, USA). Plasmid pRS410-GFP-LactC2 was a generous gift from Dr. Sergio Grinstein (University of Toronto, Canada). Plasmids BG1805-PLC1 and pYES2 were acquired from Thermo Scientific Open Biosystems Yeast ORF Collection and Invitrogen (Waltham, MA, USA), respectively.

### 4.3. Halo Sensitivity Assays

A volume of 100 μL of overnight cultures adjusted to O.D._600nm_ = 0.05 was homogeneously distributed on YPD plates, or 50 μL of stationary phase cultures was inoculated into 4 mL of YPD-0.7% agar, and the mixture was poured homogeneously to cover the surface of a YPD plate. Then, sterile 6 mm-diameter filter paper disks previously impregnated with 20 μL of the compound under study were deposited at the appropriate concentration for each experiment. After 48 h of incubation at 30 °C, the diameters of growth inhibition halos generated by diffusion of the compounds from the disk through the agar were measured.

### 4.4. Multiwell Plate Sensitivity Assay

Overnight cultures were diluted to a final O.D._600nm_ of 0.01 within multiwell plates containing YPD with a range of zymolyase 100T (MP Biomedicals) concentrations. Cell suspensions were cultured at 30 °C for 12.5 h in static conditions, and growth was determined as O.D._595nm_ using a Bio-Rad 680 microplate reader (Bio-Rad, Hercules, CA, USA).

### 4.5. Yeast Drop Dilution Growth Assay

Growth assays were performed by spotting onto the surface of YPD, SD, or SG plates 5 μL of 10-fold serial dilutions of overnight cell suspensions adjusted to an initial O.D._600 nm_ of 0.5. Plates were incubated at 30 °C for 48 h.

### 4.6. Preparation of Yeast Extracts and Immunoblotting Analysis

Techniques used for obtaining yeast extracts, fractionation by SDS-PAGE, and transfer to nitrocellulose membranes have been previously described [67].

Immunodetection was carried out with the following primary antibodies: rabbit polyclonal anti-phospho-p44/42 (Thr202/Tyr204) MAPK antibody (Cell Signaling, Danvers, MA, USA) for dually phosphorylated Slt2, mouse monoclonal anti-Slt2 (E-9) antibody (Santa Cruz Biotechnology, Dallas, TX, USA) for total Slt2 protein [67], mouse monoclonal anti-Myc (4A6) antibody (Merck, Darmstadt, Germany,) for Myc-tagged Rlm1, rabbit polyclonal anti-phospho-Ypk1 (T662) (1:20,000), kindly provided by Dr. Ted Powers, for phospho-T662-Ypk1, mouse monoclonal anti-HA 12CA5 (1:1000, Sigma-Aldrich, St. Louis, MO, USA) for HA-tagged Ypk1, and rabbit polyclonal anti-G6PDH antibody (Sigma-Aldrich, He) for G6PDH recognition (loading control). Fluorescent-conjugated secondary antibodies were used to detect primary antibodies with an Odyssey Infrared Imaging System (Li-Cor Biosciences, Lincoln, NE, USA).

### 4.7. β-Galactosidase Activity Assay

Following the procedure described in [25], yeast extracts were obtained by mechanical breakage using glass beads, and the protein concentration was determined by a Bradford assay. β-galactosidase activity was spectrophotometrically measured at 415 nm, using *o*-nitrophenyl-β-D-galactopyranoside as a substrate, and expressed as nmoles of o-nitrophenol·min^−1^·mg^−1^ of total protein.

### 4.8. Fluorescence Microscopy

For the in vivo fluorescence microscopy of cells expressing pJMCS-DM23 (GFP-2XPH-PLCδ1) [36], exponentially growing SR-G cultures treated or not with neomycin 5 mg/mL were collected by centrifugation at 5000 rpm for 1 min and directly observed with an Eclipse TE2000U microscope (Nikon, Tokyo, Japan) using the appropriate sets of filters. For pRS410-GFP-LactC2 observation, the same procedure was followed but cells were cultured in SD. Digital images were acquired with an Orca C4742-95-12ER charge-coupled device camera (Hamamatsu, Hamamatsu city, Japan) and processed with HCImage software (Hamamatsu). Statistics on cell populations were performed by counting >100 cells for each experiment.

### 4.9. Transcriptional Analysis by DNA Microarray Technology

Exponentially growing cells in YPD were treated or not with 10 mg/mL neomycin for 4 h. Total RNA isolation and purification, performed using RNeasy Mini Kit (Qiagen, Hilden, Germany), as well as cDNA synthesis and microarray hybridization using an Affymetrix GeneChip^®^ Yeast Genome 2.0 platform (Affymetrix, Santa Clara, CA, USA), were carried out as previously described [34]. For each experimental condition, three independent biological samples were processed and analyzed.

The fluorescence signal intensities obtained were converted into gene expression values using the GCRMA program (Bioconductor) [68]. To determine the differences in expression levels, a ratio was calculated by dividing the mean of the fluorescence signal of treated cells by one of the untreated control samples. Genes were considered induced or repressed when their expression ratio under the analyzed conditions was ≥1.7 or ≤0.6, respectively. Statistical analyses were performed with Cyber-t software (http://cybert.microarray.ics.uci.edu/; accessed on 21 January 2022) [69], and only those genes with a Bayesian *p*-value ≤ 0.05 were considered significant and analyzed further. The microarray data described here follow the MIAME recommendations (http://www.mged.org; accessed on 21 January 2022) and have been deposited at the National Center for Biotechnology Information gene expression and hybridization array data repository (Gene Expression Omnibus (GEO), http://www.ncbi.nlm.nih.gov/geo/; accessed on 29 July 2022) with the accession number GSE210785.

Induced and repressed genes were grouped into functional categories using the bioinformatic tool GO Slim Term Mapper from the SGD database (www.yeastgenome.org; accessed on 21 January 2022). Clustering of the transcriptional profile obtained under neomycin induction conditions was done by comparing to other similar ones with the MarQ program (MarQ.cnb.csic.es) and the 4.9 version of the MeV MultiExperiment Viewer software (http://www.tm4.org/mev; accessed on 21 January 2022) [70,71]. Transcription factors involved in the gene regulation of the response to neomycin were determined using the Yeastract program (www.yeastract.com; accessed on 21 January 2022).

### 4.10. Reverse Transcription Quantitative Real-Time PCR (RT-qPCR)

RNA isolation was performed with a Total RNA Purification kit (Norgen Biotek, Thorold, ON, Canada) or Macherey–Nagel Nucleospin Mini Kit (Macherey-Nagel, Düren, Germany), and cDNA synthesis was done through reverse transcription of the RNA with the AS Transcription System kit (Promega, Madison, WI, USA).

Real-time qPCR reactions were carried out using the Applied Biosystems 7900HT Fast Real-Time equipment, in 384-multiwell plates with Power SYBR Green PCR Master MIX (Applied Biosystems, Waltham, MA, USA). Primers were donated by Dr. Arroyo’s group (Department of Microbiology and Parasitology, UCM), and sequences are available upon request.

The expression rate for each gene was obtained by normalizing their values with respect to the control gene *ACT1*, and the differential expression ratios were calculated according to the 2^−ΔΔCt^ method described by Livak and Schmittgen, 2001 [72].

## Figures and Tables

**Figure 1:**
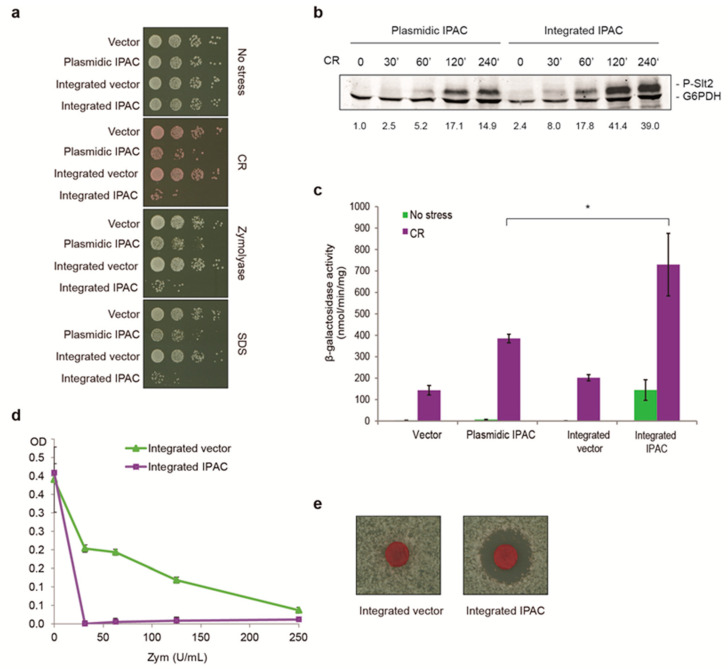
Integration of IPAC results in greater CWI pathway hyperactivation than the IPAC-bearing plasmid. (**a**) Sensitivity to different stresses of BY4741 strain bearing either the empty vector YCplac111 or the plasmid YCplac111-IPAC, and control wild type with the integrated vector (YSTH1) or with integrated IPAC (YSTH2). Ten-fold serial dilutions of cell suspensions were spotted onto YPD plates in the absence (no stress) or presence of 5 μg/mL CR, 10 U/mL (100 μg/mL) zymolyase 100T, or 100 μg/mL SDS. A representative assay from three different experiments with distinct transformants is shown. (**b**) Western blotting analysis of extracts from BY4741 strain transformed with plasmid YCplac111-IPAC or the YSTH2 strain (integrated IPAC) treated with 30 μg/mL CR for the indicated times (min). Dually phosphorylated Slt2 and G6PDH (as a loading control) were detected with anti-phospho-p44/42 and anti-G6PDH antibodies, respectively. The numbers below correspond to the amount of phosphorylated Slt2, normalized with respect to the loading control for each sample and expressed as a fold increase relative to the basal phosphorylation levels in the absence of stress of BY4741 cells bearing the YCplac111-IPAC plasmid. A representative blot from three independent experiments is shown. (**c**) β-galactosidase activity of cell extracts from the same strains as in (**a**), all bearing the *MLP1*p-*lacZ* plasmid. Cells were either left untreated (no stress) or treated for 4 h with 30 μg/mL CR. Data represent the mean of β-galactosidase activity of three independent transformants. Error bars indicate standard deviation, and an asterisk indicates statistical significance relative to plasmidic IPAC according to Student’s *t*-test (* = *p*-value < 0.05). (**d**) Multiwell plate sensitivity assay of the YSTH1 strain (integrated vector) and the YSTH2 strain (integrated IPAC) to the indicated concentrations of zymolyase 100T. Data represent the mean of three independent transformants. Error bars indicate standard deviation. (**e**) Halo sensitivity assay of the same strains as in (**d**). Disks were impregnated with 10 mg/mL CR. A representative assay from three different experiments is displayed.

**Figure 2:**
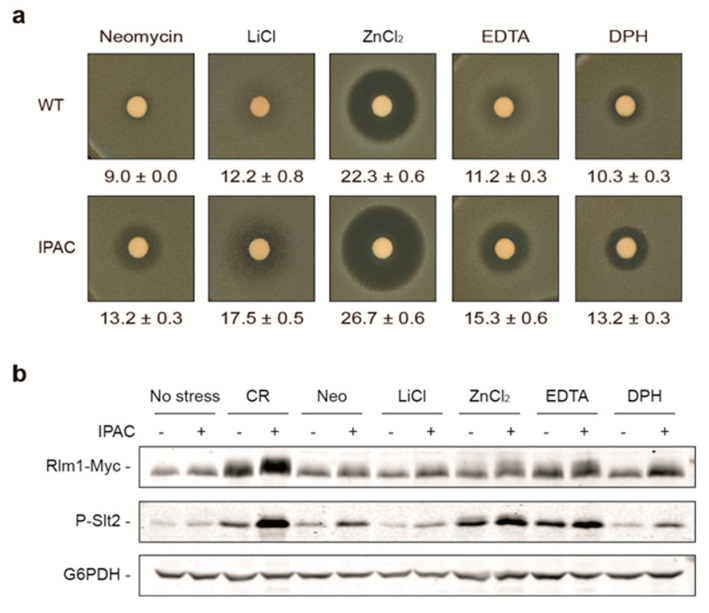
Neomycin, lithium chloride (LiCl), zinc chloride (ZnCl2), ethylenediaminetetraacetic acid (EDTA), and diphenhydramine chlorhydrate (DPH) activate the IPAC circuit. (**a**) Growth inhibition halo assay of vector (WT) or IPAC-integrated Y3656 strains. Six-millimeter-diameter disks were impregnated with 50 mg/mL neomycin sulfate, 424 mg/mL LiCl, 136 mg/mL ZnCl_2_, 11 mg/mL EDTA, or 50 mg/mL DPH. Mean and standard deviations of halo diameters from three different experiments are shown. (**b**) Western blotting analysis of extracts from BY4741 RLM1-6MYC strain transformed with YCplac111 (−) or Ycplac111-IPAC (+) and treated or not (no stress) for 3 h with 30 μg/mL CR, 10 mg/mL neomycin (Neo), 8.5 mg/mL LiCl, 681.4 μg/mL ZnCl_2_, 11.2 mg/mL EDTA, or 1 mg/mL DPH. Rlm1-Myc, dually phosphorylated Slt2, and G6PDH (as a loading control) were detected with anti-Myc, anti-phospho-p44/42, and anti-G6PDH antibodies, respectively. A representative blot from two independent experiments is shown.

**Figure 3:**
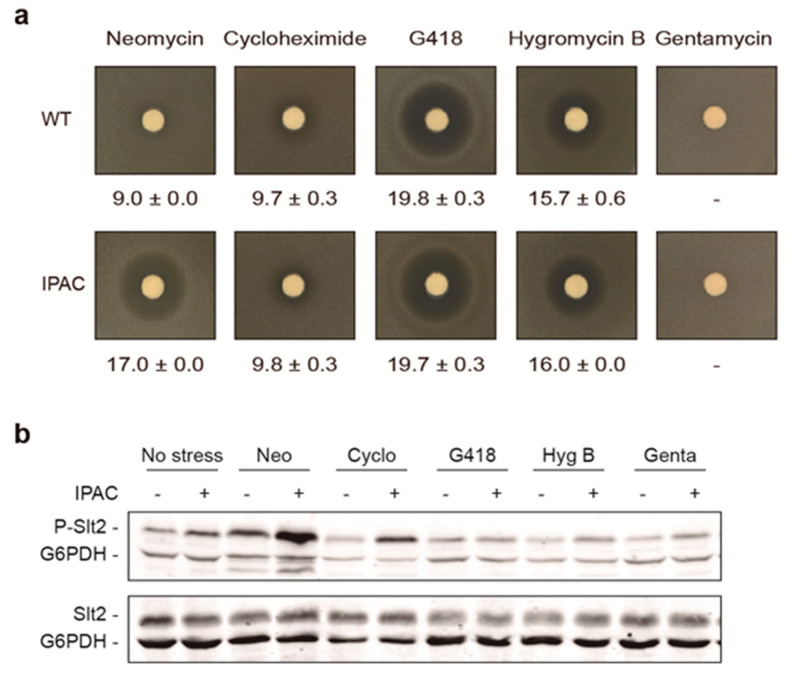
Neomycin is the only protein synthesis inhibitor that activates the CWI pathway. (**a**) Halo sensitivity assay of vector (WT) or Y3656 strains with integrated IPAC. Disks were impregnated with 100 mg/mL of neomycin sulfate, 1 mg/mL of cycloheximide, 50 mg/mL of G418, 50 mg/mL of hygromycin B, or 50 mg/mL of gentamycin. Mean and standard deviations of halo diameters from three different experiments are shown. (**b**) Western blotting analysis of extracts from Y3656 strain without (−) or with IPAC (+) and treated or not (no stress) for 4 h with 10 mg/mL neomycin, 25 μg/mL cycloheximide, 31.3 μg/mL G418, 62.5 μg/mL hygromycin B, or 10 mg/mL gentamycin sulfate. Dually phosphorylated Slt2, total Slt2 protein, and G6PDH (as a loading control) were detected with anti-phospho-p44/42, anti-Slt2, and anti-G6PDH antibodies, respectively. A representative blot from three independent experiments is shown.

**Figure 4:**
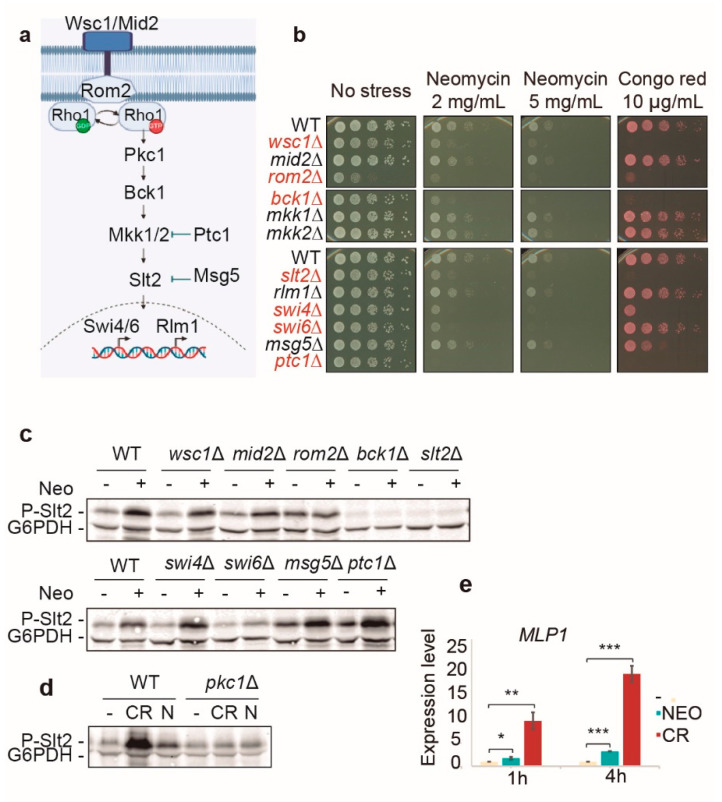
The CWI pathway is essential for yeast cells to survive in the presence of neomycin. (**a**) Scheme depicting the main components of the CWI pathway. (**b**) Sensitivity to neomycin of isogenic Y3656 mutants lacking the indicated CWI pathway components was assayed by spotting 10-fold serial dilutions of cell suspensions onto YPD plates in the absence (no stress) or presence of either 2 or 5 mg/mL neomycin or 10 μg/mL of CR. Red letters indicate higher sensitivity to neomycin than the wild-type strain. A representative assay from three different experiments is shown. (**c**) Neomycin-elicited signaling to Slt2 is mediated by core components of the CWI pathway. Western blotting analysis of extracts of isogenic Y3656 mutants lacking the indicated CWI pathway components treated (+) or not (−) for 4 h with 10 mg/mL neomycin. (**d**) Western blotting analysis of CML128 (WT) and *pkc1*Δ mutant isogenic strains in the absence (−) or presence of 30 μg/mL CR or 10 mg/mL neomycin (N) for 4 h. Dually phosphorylated Slt2 and G6PDH (as a loading control) were detected with anti-phospho-p44/42 and anti-G6PDH antibodies, respectively. A representative blot from three independent experiments is displayed. (**e**) Neomycin induces Rlm1-mediated gene transcription. Transcriptional induction analysis of the *MLP1* gene by RT-qPCR in response to neomycin compared to CR in the Y3656 strain. Cells were cultured in the absence of stress (−) or with 10 mg/mL neomycin or 30 μg/mL CR for 1 or 4 h. The graph shows the mean and standard deviation of the expression level from three independent experiments. Asterisks indicate statistical significance relative to the absence of stress according to a Student’s *t*-test (* = *p*-value < 0.05; ** = *p*-value < 0.01; *** = *p*-value < 0.001).

**Figure 5:**
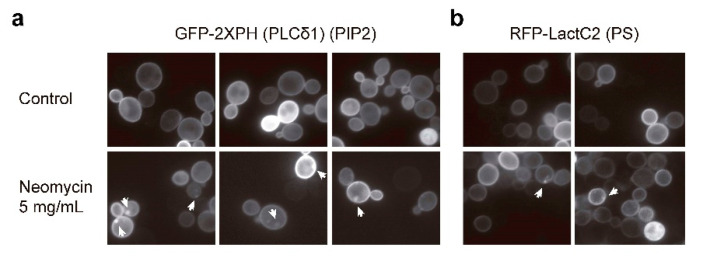

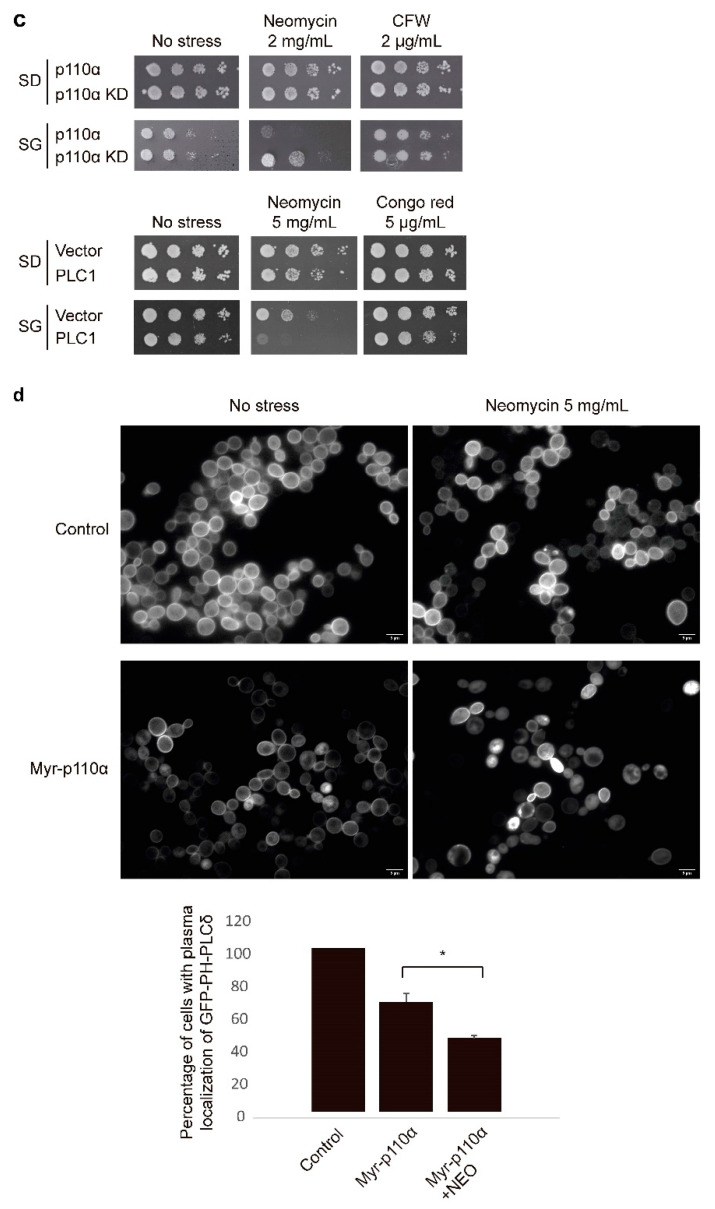
(**a**) Fluorescence microscopy images of the wild-type YPH499 strain co-expressing the PIP_2_ marker GFP-2XPH (PLCδ) and p110α-KD from the plasmids pJMCS-DM23 and YCpLG-p110αKD, respectively, treated or not with neomycin 5 mg/mL and cultured in SR-G for 5 h. (**b**). Fluorescence microscopy images of YPH499 strain expressing the phosphatidylserine (PS) marker RFP-LactC2 from the plasmid pRS416- RFP-LactC2 treated or not with neomycin 5 mg/mL cultured in SD for 5 h. (**c**) Growth assays of YPH499 strain transformed with plasmids YcpLG-p110α or YcpLG-p110αKD on SD and SG plates containing no stress, 2 mg/mL of neomycin, or 5 µg/mL of CFW (upper panel). Growth assays of YPH499 cells transformed with plasmids BG1805-PLC1 or pYES2 as control on SD/SG plates containing no stress, 5 mg/mL of neomycin, or 10 µg/mL of CR (lower panel). A representative assay from three independent experiments is shown. (**d**) Fluorescence microscopy images of the YPH499 strain expressing the PIP_2_ marker GFP-2X-PH(PLCδ1) with either an inactive version of p110α (control) or Myr-p110α from plasmids pJMCS-DM23, YcpLG-p110αKD and YcpLG-Myr-p110α, respectively, treated or not with 5 mg/mL of neomycin for 5 h and cultured in SR-G. Scale bars correspond to 5 μm. The graph shows the mean percentage of cells with PM labeling with GFP-2XPH (PLCδ1) from three independent experiments and error bars indicate the standard deviation. An asterisk indicates statistical significance relative to the control strain according to a Student’s *t*-test (* = *p*-value < 0.05).

**Figure 6:**
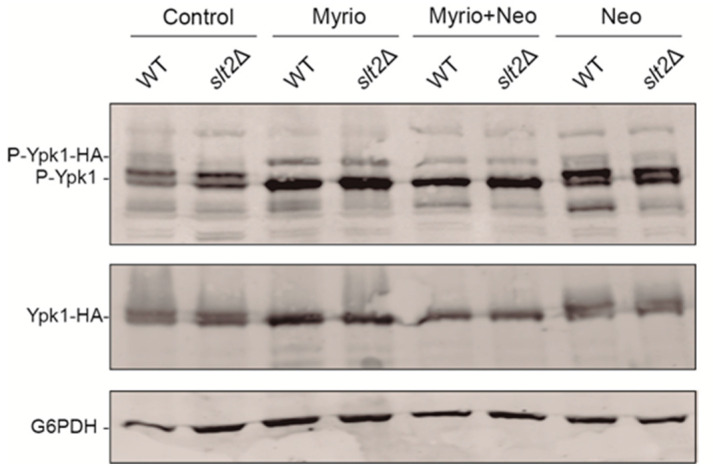
Western blotting of cell lysates of Y3656 and the isogenic *slt2*∆ strains transformed with plasmid pLB215 (Ypk1-HA) from untreated cultures (control) or treated with 0.8 mg/mL (2 µM) myriocin for 2 h (Myrio), the combination of 0.8 mg/mL (2 µM) and 5 mg/mL neomycin for 2 h (Myrio+Neo), or 5 mg/mL neomycin for 4 h (Neo), all of them cultured in YPD. Membranes were probed with anti-phospho T662-Ypk1 (upper panel), anti-HA (middle panel), and anti-G6PDH (lower panel), as a loading control.

**Figure 7:**
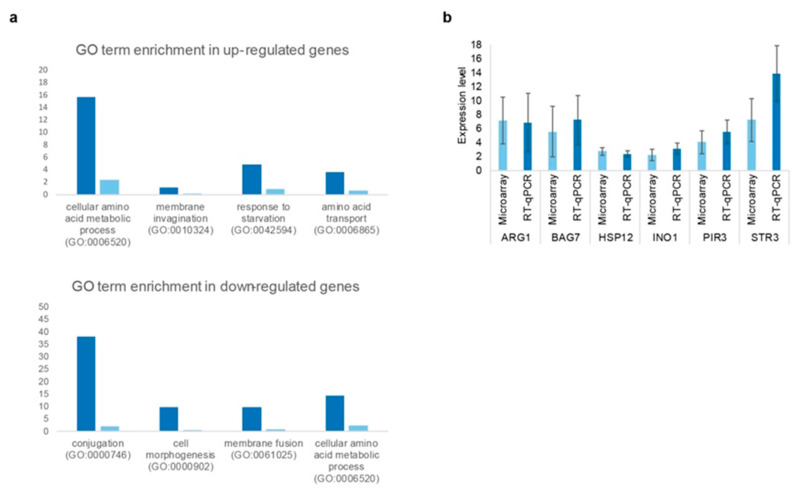
Genome-wide expression profile of wild-type cells following neomycin treatment. (**a**) Gene Ontology term enrichment within the genes up- or downregulated upon neomycin exposure. The graph indicates the percentage of genes clustered into the indicated GO terms for the differentially expressed genes upon neomycin treatment (dark blue) compared to that of the overall genome (light blue). According to a χ2 test, only *p*-values ≤ 0.05 were considered. (**b**) Comparison of the neomycin transcriptional induction determined by DNA microarrays and RT-qPCR. The graphic shows the level of induction of six genes selected to confirm by RT-qPCR (dark blue) the initial values obtained in the DNA microarray assays (light blue). The columns represent the mean, and the error bars indicate the standard deviation from three independent experiments.

**Figure 8:**
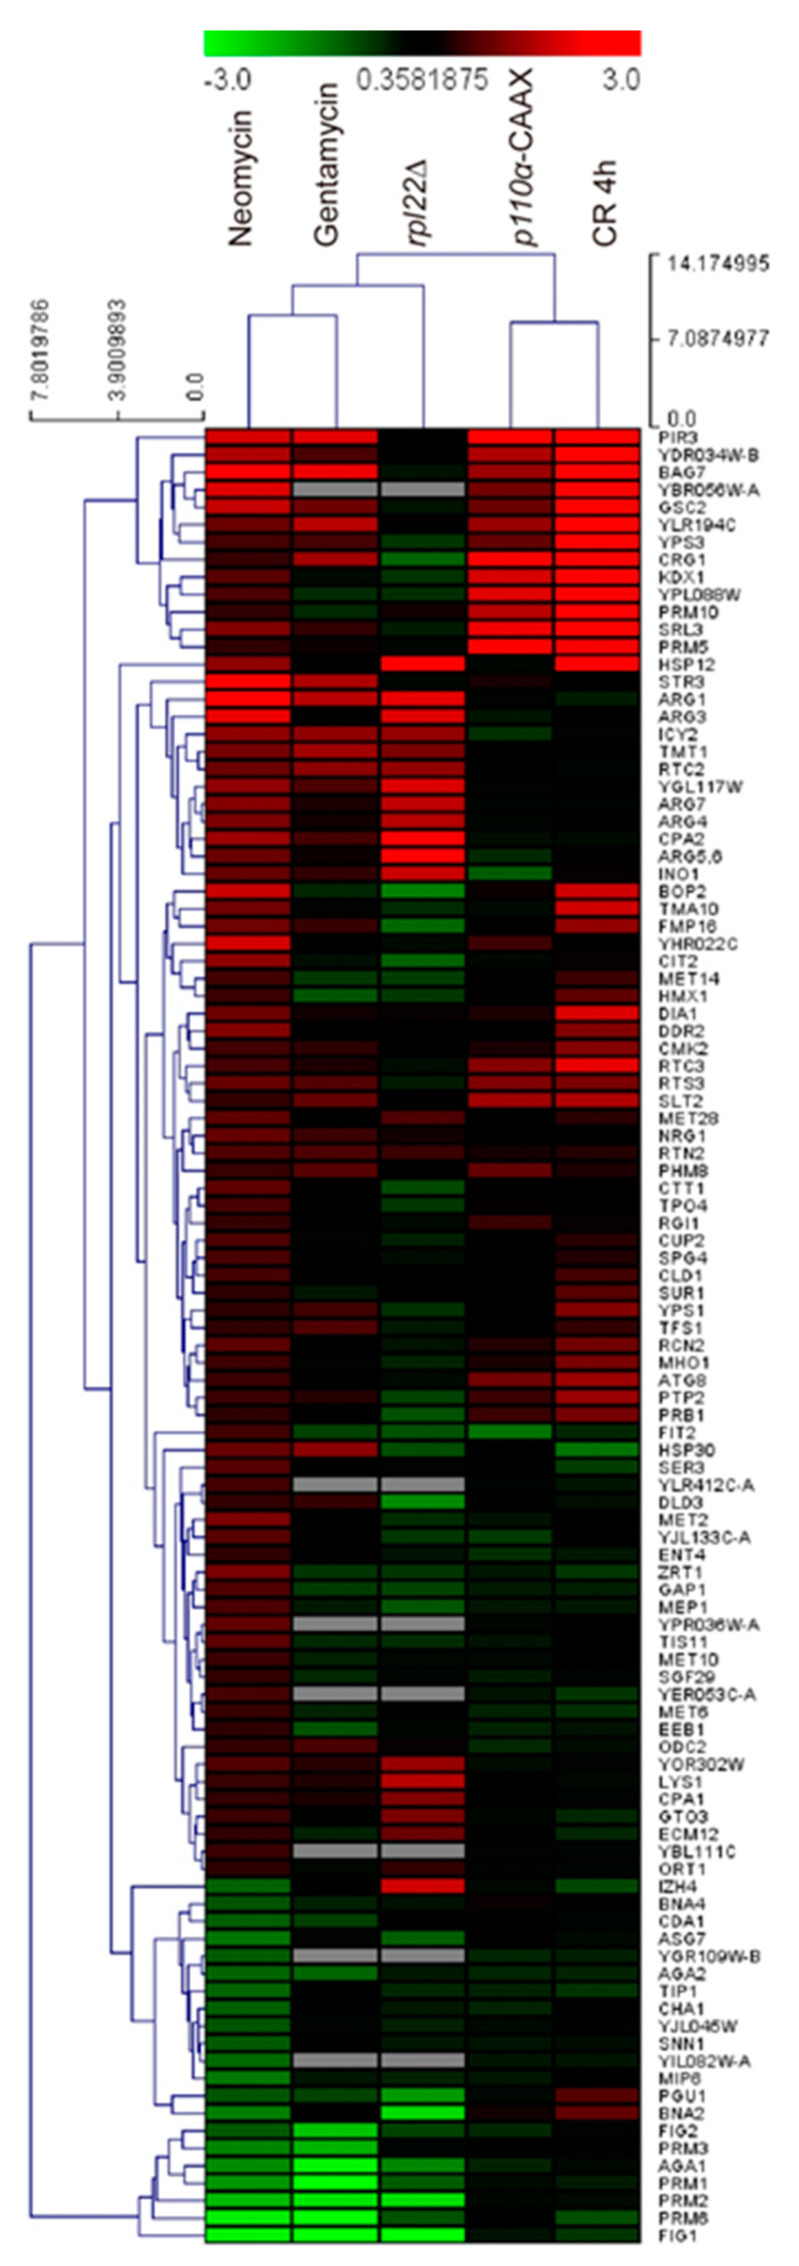
Comparison of the transcriptional profiles in response to neomycin, gentamycin (GEO Accession Number GDS2999), *RPL22* deletion [39], Congo red (CR) exposure [23] and p110α-CAAX overexpression [34]. Red colors are assigned to upregulated genes in each condition while green indicates downregulation. Hierarchical clustering using Euclidean distance was generated using the software Multi-Experiment Viewer (MeV).

## Data Availability

The data presented in this study are openly available in GEO at [http://www.ncbi.nlm.nih.gov/geo/; accessed on 21 January 2022], reference number GSE210785.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911034/s1. References [73,74,75,76] are cited in the supplementary materials.

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

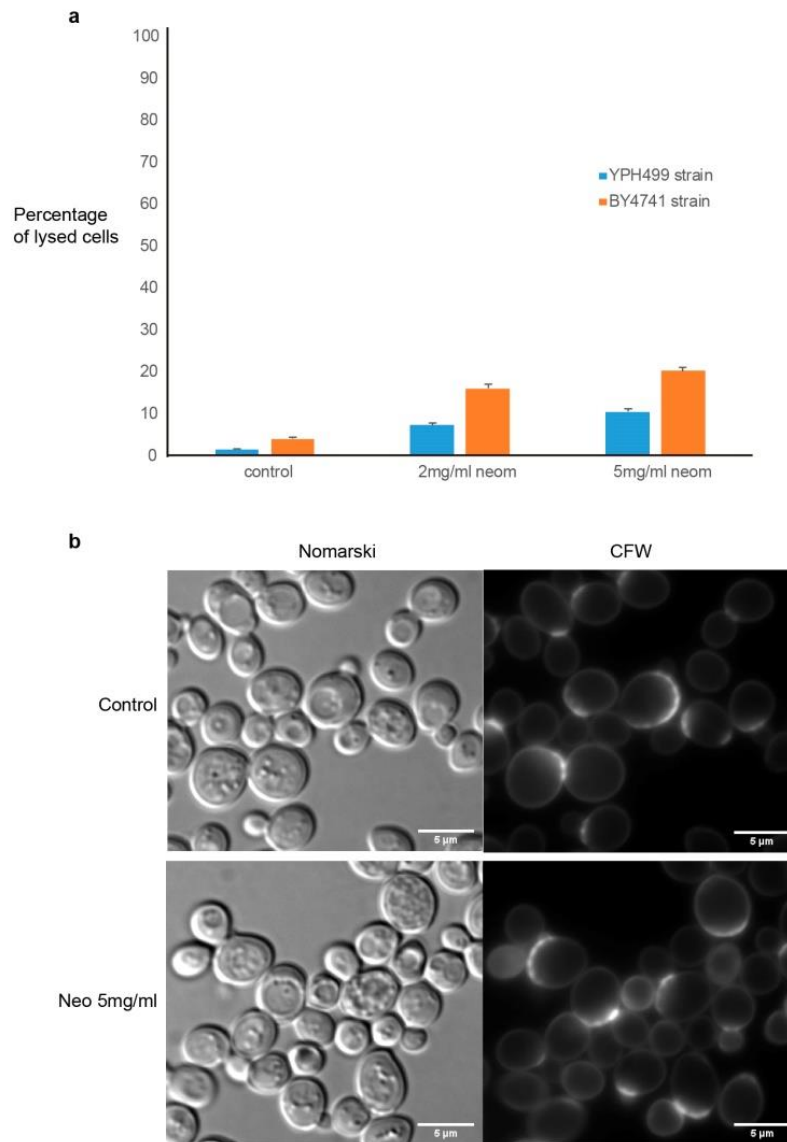

Figure S1. Neomycin slightly increase cell lysis and does not alter the axial budding pattern of yeast cells. (a) Propidium iodide staining of wild type yeast cells (BY4741 and YPH499 strains) cultivated in YPD, treated or not with 2 or 5mg/ml of neomycin for 4 hours and subjected to FACS analysis. At least 10,000 cells were analysed in three biological replicates. (b) Nomarski and fluorescence microscopy images of BY4741 cells treated or not with 5mg/ml of neomycin as in (a), and stained with calcofluor white (CFW).

Materials and Methods for Figure S1.

FACS analysis

Fluorescence Activated Cell Sorting analysis was performed on wild type cells (BY4741 or YPH499) treated or not with 2 or 5 mg/mL for 4 hours and stained with propidium iodide 0.0005% for 5 minutes, washed with PBS twice and diluted 1:10 in PBS previously to the analysis. Cells were analysed in FACScan (Becton Dickinson) with a 670 nm (FL3) emission filter for detecting propidium iodide fluorescence. Data were processed by using the *FlowJo* software.

Fluorescence microscopy of CFW-stained cells

Exponentially growing wild type cells were treated or not with neomycin 5 mg/mL. 1mL of these cultures was incubated with CFW at 5 µg/ml for 10 minutes, washed twice with PBS, collected by centrifugation at 5000 rpm for 1 min and directly observed with an Eclipse TE2000U microscope (Nikon, Tokyo, Japan) using the appropriate set of filters. Digital images were acquired as described in Materials and Methods.

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S1. Compounds screened for IPAC activation by halo sensitivity assay.

**Compound**	**Concentration**	**Solvent**
Ammonium chloride (NH ₄ Cl)	481.4 mg/mL	H ₂ O
Ammonium persulfate	22.8 and 228.2 mg/mL	H ₂ O
Amphotericin	10 µg	(disk)
Atorvastatin	5 mg/mL	50:50 Methanol:H ₂ O
Ascorbic acid	10 mg/mL	H ₂ O
B12 vitamin	10 mg/mL	H ₂ O
Benomil	150 mg/mL	H ₂ O
Benzoyl peroxide	10 mg/mL	DMSO
Borax	10 mg/mL	H ₂ O
Boric acid	10 mg/mL	H ₂ O
Butylhydroxy toluene	10 mg/mL	DMSO
Caffeine	20 and 25 mg/mL	H ₂ O 60 °C
Calcium chloride (CaCl ₂)	111 mg/mL	H ₂ O
Calcofluor white	10 mg/mL	H ₂ O
Canavanine	300 µg/mL	H ₂ O
Candesartan	5 mg/mL	50:50 Methanol:H ₂ O
Caspofungin	20 µg/mL	DMSO
Cesium chloride (CsCl)	168.4 mg/mL	H ₂ O
Chloramphenicol	20 mg/mL	Ethanol and acetone
Chloroquine	51.6 and 515.9 mg/mL	H ₂ O
Cobalt chloride (CoCl ₂)	129.8 mg/mL	H ₂ O
Congo red	10 mg/mL	H ₂ O
Copper sulphate	10 mg/mL	H ₂ O
Dimethylformamide	283.2 mg/mL	H ₂ O
Diphenhydramine hydrochloride	25.5 mg/mL	H ₂ O
Edetate disodium	10 mg/mL	H ₂ O
EDTA	8.8 mg/mL	H ₂ O
EGTA	11.4 mg/mL	H ₂ O
Erythromycin	2 mg/mL	H ₂ O and acetone
Escitalopram	5 mg/mL	H ₂ O

**Ethanol**	394.5 mg/mL	H ₂ O
**Fluorescein sodium**	10 mg/mL	H ₂ O
**Formamide**	339.9 mg/mL	H ₂ O
**Galactose**	200 mg/mL	H ₂ O
**Geneticin (G418)**	10 mg/mL	H ₂ O
**Gentamicin sulfate**	10 mg/mL	H ₂ O
**Glucose**	200 mg/mL	H ₂ O
**Glycerol**	9.2 and 92.1 mg/mL	H ₂ O
**Hexaamminecobalt chloride**	26.7 and 267.5 mg/mL	H ₂ O
**Hydrochloric acid**	0.15 mg/mL	H ₂ O
**Hydroquinone**	10 mg/mL	H ₂ O
**Hydroxycortisone base**	10 mg/mL	DMSO
**Hydroxyquinoline**	2 mg/mL	H ₂ O and ethanol
**Hydroxyurea**	60 mg/mL	H ₂ O
**Hypoxanthine**	13.6 and 136.1 mg/mL	H ₂ O
**Kanamycin sulfate**	10 mg/mL	H ₂ O
**Lidocaine hydrochloride**	10 mg/mL	H ₂ O
**Lithium acetate**	6.6 and 66 mg/mL	H ₂ O
**Lithium chloride (LiCl)**	42.4 mg/mL	H ₂ O
**Lomoxicam**	5 mg/mL	50:50 Methanol:H ₂ O
**Loratadine**	30 mg/mL	H ₂ O
**Lysozyme**	20 mg/mL	H ₂ O
**Magnesium chloride (MgCl₂)**	95.2 mg/mL	H ₂ O
**MES buffer pH 4-9**		H ₂ O
**H₂O₂**	2.9 mg/mL	H ₂ O
**Methylparaben**	10 mg/mL	H ₂ O
**Metronidazole**	10 mg/mL	DMSO
**Minoxidil**	10 mg/mL	DMSO
**Monensin**	67.1 and 670.9 mg/mL	H ₂ O
**Neomycin sulfate**	10 mg/mL	H ₂ O
**n-propyl gallate**	21.2 and 212.2 mg/mL	H ₂ O
**Omeprazole**	5 mg/mL	H ₂ O
**Orcinol**	12.4 and 124.1 mg/mL	H ₂ O
**Paracetamol**	10 mg/mL	H ₂ O
**Phenanthroline**	1 mg/mL	Ethanol and acetone

Picnic Acid	10 mg/mL	H ₂ O
Ponceau red	10 mg/mL	H ₂ O
Potassium acetate (CH ₃ COOK)	98.2 mg/mL	H ₂ O
Potassium chloride (KCl)	969.2 mg/mL	H ₂ O
Potassium iodide	10 mg/mL	H ₂ O
Propylparaben	10 mg/mL	DMSO
Retinoic acid	10 mg/mL	H ₂ O
Rubidium chloride (RbCl)	241.8 mg/mL	H ₂ O
Salicylic acid	10 mg/mL	DMSO
Saponin	20 mg/mL	H ₂ O
SDS	30 mg/mL	H ₂ O
Simvastatin	5 mg/mL	Polyethylene glycol
Sodium chloride (NaCl)	759.7 mg/mL	H ₂ O
Sodium fluoride (NaF)	2.1 mg/mL	H ₂ O
Sodium hydrosulfite (Na ₂ S ₂ O ₄)	10 mg/mL	H ₂ O
Sodium orthovanadate	9.2, 18.4 and 27.6 mg/mL	H ₂ O
Sodium sulfite (Na ₂ SO ₃)	126 mg/mL	H ₂ O
Sodium thiosulfate	15.8 and 158.1 mg/mL	H ₂ O
Streptomycin sulfate	10 mg/mL	H ₂ O
Theophylline	18 and 180.2 mg/mL	H ₂ O
Thimerosal	40.5 and 404.8 mg/mL	H ₂ O
Tris-HCl pH 4-10		H ₂ O
Triton	106 mg/mL	H ₂ O
Valsartan	5 mg/mL	H ₂ O
Wortmannina	1 µg/mL	H ₂ O
Xanthohumol	5 mg/mL	Methanol
Zinc chloride (ZnCl ₂)	136.3 mg/mL	H ₂ O
Zinc nitrate	10 mg/mL	H ₂ O
Zymolyase	50 µg/mL	H ₂ O

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S2. Up-regulated genes differentially expressed upon neomycin treatment of wild type (BY4741) yeast cells.

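Each ratio in the list of induced genes is the mean signal of the 3 neomycin arrays divided by that of the 3 untreated arrays on the linear scale, so that a ratio of 1.7 means a signal 1.7 times as strong with neomycin. The list has 83 genes, of which 76 could be matched to a named probe set, and all 76 met the criteria when the ratio and a Bayesian regularised test were computed again from the GCRMA signals. Of these 76 genes, 70 were higher on each neomycin array than on each untreated array, and 21 had an adjusted p under 0.05 in limma. They were chosen by their ratios on these same arrays, so that the 10% which chance gives for unselected genes is no measure for them. The criteria were met by 3 further genes, *YDR034C-A* (log2 fold change 0.92, ratio 2.02, from an untreated mean of 4.14 that lies under the background mark of 4.68), *EGO4* (0.83, ratio 1.99) and *YEL076C-A* (0.94, ratio 1.71), whose neomycin and untreated arrays overlapped. The test weighs each gene's variance with that of genes of like signal, and over the genes of both lists the regularised p, which is neither an exact nor an adjusted one, was at most 0.0193.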

ORF	Gene	Ratio	Description
YGL184C	<i>STR3</i>	7.27	Peroxisomal cystathionine beta-lyase, converts cystathionine into homocysteine; may be redox regulated by Gto1p
YOL058W	<i>ARG1</i>	6.12	Arginosuccinate synthetase, catalyzes the formation of L-argininosuccinate from citrulline and L-aspartate in the arginine biosynthesis pathway; potential Cdc28p substrate
YOR134W	<i>BAG7</i>	5.20	Rho GTPase activating protein (RhoGAP), stimulates the intrinsic GTPase activity of Rho1p, which plays a role in actin cytoskeleton organization and control of cell wall synthesis; structurally and functionally related to Sac7p
YJL088W	<i>ARG3</i>	4.49	Ornithine carbamoyltransferase (carbamoylphosphate:L-ornithine carbamoyltransferase), catalyzes the sixth step in the biosynthesis of the arginine precursor ornithine
YBR056W-A	---	4.15	---
YKL163W	<i>PIR3</i>	3.93	O-glycosylated covalently-bound cell wall protein required for cell wall stability; expression is cell cycle regulated, peaking in M/G1 and also subject to regulation by the cell integrity pathway
YHR022C	---	3.88	---
YLR267W	<i>BOP2</i>	3.65	Protein of unknown function
YGR032W	<i>GSC2</i>	3.59	Catalytic subunit of 1,3-beta-glucan synthase, involved in formation of the inner layer of the spore wall; activity positively regulated by Rho1p and negatively by Smk1p; has similarity to an alternate catalytic subunit, Fks1p (Gsc1p)
YDR034W-B	---	3.25	---
YJR109C	<i>CPA2</i>	2.91	Large subunit of carbamoyl phosphate synthetase, which catalyzes a step in the synthesis of citrulline, an arginine precursor
YGL117W	---	2.74	---
YPL250C	<i>ICY2</i>	2.74	Protein of unknown function; mobilized into polysomes upon a shift from a fermentable to nonfermentable carbon source; potential Cdc28p substrate
YCR005C	<i>CIT2</i>	2.73	Citrate synthase, catalyzes the condensation of acetyl coenzyme A and oxaloacetate to form citrate, peroxisomal isozyme involved in glyoxylate cycle; expression is controlled by Rtg1p and Rtg2p transcription factors
YFL014W	<i>HSP12</i>	2.72	Plasma membrane protein involved in maintaining membrane organization in stress conditions; induced by heat shock, oxidative stress, osmostress, stationary phase, glucose depletion, oleate and alcohol; regulated by HOG and Ras-Pka pathways
YOL052C-A	<i>DDR2</i>	2.61	Multistress response protein, expression is activated by a variety of xenobiotic agents and environmental or physiological stresses
YMR062C	<i>ARG7</i>	2.60	Mitochondrial ornithine acetyltransferase, catalyzes the fifth step in arginine biosynthesis; also possesses acetylglutamate synthase activity, regenerates acetylglutamate while forming ornithine
YKR091W	<i>SRL3</i>	2.56	Cytoplasmic protein that, when overexpressed, suppresses the lethality of a rad53 null mutation; potential Cdc28p substrate
YNL277W	<i>MET2</i>	2.49	L-homoserine-O-acetyltransferase, catalyzes the conversion of homoserine to O-acetyl homoserine which is the first step of the methionine biosynthetic pathway
YHR018C	<i>ARG4</i>	2.48	Arginosuccinate lyase, catalyzes the final step in the arginine biosynthesis pathway

**YGL255W**	<i>ZRT1</i>	2.44	High-affinity zinc transporter of the plasma membrane, responsible for the majority of zinc uptake; transcription is induced under low-zinc conditions by the Zap1p transcription factor
**YER175C**	<i>TMT1</i>	2.43	Trans-aconitate methyltransferase, cytosolic enzyme that catalyzes the methyl esterification of 3-isopropylmalate, an intermediate of the leucine biosynthetic pathway, and trans-aconitate, which inhibits the citric acid cycle
**YLR327C**	<i>TMA10</i>	2.32	Protein of unknown function that associates with ribosomes; putative homolog of the F1F0-ATPase synthase regulator Stf2p
**YDR070C**	<i>FMP16</i>	2.31	Putative protein of unknown function; proposed to be involved in responding to conditions of stress; the authentic, non-tagged protein is detected in highly purified mitochondria in high-throughput studies
**YMR316W**	<i>DIA1</i>	2.30	Protein of unknown function, involved in invasive and pseudohyphal growth; green fluorescent protein (GFP)-fusion protein localizes to the cytoplasm in a punctate pattern
**YBR147W**	<i>RTC2</i>	2.28	Protein of unknown function; mutant produces large lipid droplets, is resistant to fluconazole, has decreased levels of RdnA transcription, growth defects on minimal media, and suppresses cdc13-1; detected in highly purified mitochondria; similar to a G-protein coupled receptor from <i>S. pombe</i>
**YER069W**	<i>ARG56</i>	2.26	Acetylglutamate kinase and N-acetyl-gamma-glutamyl-phosphate reductase; N-acetyl-L-glutamate kinase (NAGK) catalyzes the 2 nd and N-acetyl-gamma-glutamyl-phosphate reductase (NAGSA), the 3 rd step in arginine biosynthesis; synthesized as a precursor which is processed in the mitochondrion to yield mature NAGK and NAGSA; enzymes form a metabolon complex with Arg2p; NAGK C-terminal domain stabilizes the enzymes, slows catalysis and is involved in feed-back inhibition by arginine
**YLR194C**	---	2.25	---
**YCR021C**	<i>HSP30</i>	2.23	Hydrophobic plasma membrane localized, stress-responsive protein that negatively regulates the H(+)-ATPase Pma1p; induced by heat shock, ethanol treatment, weak organic acid, glucose limitation, and entry into stationary phase
**YGR161C**	<i>RTS3</i>	2.23	Putative component of the protein phosphatase type 2A complex
**YJL153C**	<i>INO1</i>	2.21	Inositol-3-phosphate synthase, involved in synthesis of inositol phosphates and inositol-containing phospholipids; transcription is coregulated with other phospholipid biosynthetic genes by Ino2p and Ino4p, which bind the UASINO DNA element
**YDR043C**	<i>NRG1</i>	2.20	Transcriptional repressor that recruits the Cyc8p-Tup1p complex to promoters; mediates glucose repression and negatively regulates a variety of processes including filamentous growth and alkaline Ph response
**YPR036W-A**	---	2.18	---
**YGR088W**	<i>CTT1</i>	2.14	Cytosolic catalase T, has a role in protection from oxidative damage by hydrogen peroxide
**YIR017C**	<i>MET28</i>	2.12	Basic leucine zipper (Bzip) transcriptional activator in the Cbf1p-Met4p-Met28p complex, participates in the regulation of sulfur metabolism
**YLR136C**	<i>TIS11</i>	2.12	mRNA-binding protein expressed during iron starvation; binds to a sequence element in the 3'-untranslated regions of specific mRNAs to mediate their degradation; involved in iron homeostasis
**YOR220W**	<i>RCN2</i>	2.11	Protein of unknown function; green fluorescent protein (GFP)-fusion protein localizes to the cytoplasm and is induced in response to the DNA-damaging agent MMS; phosphorylated in response to alpha factor
**YJL133C-A**	---	2.09	---
**YKL161C**	<i>KDX1</i>	2.08	Protein kinase implicated in the Slt2p mitogen-activated (MAP) kinase signaling pathway; interacts with numerous components in the mating pheromone and CWI MAPK pathways; associates with Rlm1p

**YER081W**	<i>SER3</i>	2.05	3-phosphoglycerate dehydrogenase, catalyzes the first step in serine and glycine biosynthesis; isozyme of Ser33p
**YOR302W**	---	2.02	---
**YKR039W**	<i>GAP1</i>	2.01	General amino acid permease; Gap1p senses the presence of amino acid substrates to regulate localization to the plasma membrane when needed
**YDL204W**	<i>RTN2</i>	1.98	Reticulon protein that stabilizes membrane curvature; interacts with Rtn1p, Yop1p, and Sey1p to maintain tubular ER morphology; involved in nuclear pore assembly; rtn1 rtn2 yop1 triple mutant shows loss of tubular ER; interacts with exocyst subunit Sec6p, with Yip3p, and with Sbh1p; similar to and much less abundant than Rtn1p; member of the RTNLA (reticulon-like A) subfamily
**YGL166W**	<i>CUP2</i>	1.98	Copper-binding transcription factor; activates transcription of the metallothionein genes CUP1-1 and CUP1-2 in response to elevated copper concentrations
**YPL088W**	---	1.96	---
**YGR121C**	<i>MEP1</i>	1.96	Ammonium permease; belongs to a ubiquitous family of cytoplasmic membrane proteins that transport only ammonium (NH ₄ ⁺); expression is under the nitrogen catabolite repression regulation
**YMR107W**	<i>SPG4</i>	1.94	Protein required for survival at high temperature during stationary phase; not required for growth on nonfermentable carbon sources
**YOR273C**	<i>TPO4</i>	1.93	Polyamine transport protein, recognizes spermine, putrescine, and spermidine; localizes to the plasma membrane; member of the major facilitator superfamily
**YHR087W**	<i>RTC3</i>	1.90	Protein of unknown function involved in RNA metabolism; has structural similarity to SBDS, the human protein mutated in Shwachman-Diamond Syndrome (the yeast SBDS ortholog = SDO1); null mutation suppresses cdc13-1 temperature sensitivity
**YER053C-A**	---	1.90	---
**YGR110W**	<i>CLD1</i>	1.89	Mitochondrial cardiolipin-specific phospholipase; functions upstream of Taz1p to generate monolyso-cardiolipin; transcription increases upon genotoxic stress; involved in restricting Ty1 transposition; has homology to mammalian CGI-58
**YLR121C**	<i>YPS3</i>	1.89	Aspartic protease, member of the yapsin family of proteases involved in cell wall growth and maintenance; attached to the plasma membrane via a glycosylphosphatidylinositol (GPI) anchor
**YKL001C**	<i>MET14</i>	1.88	Adenylylsulfate kinase, required for sulfate assimilation and involved in methionine metabolism
**YLR412C-A**	---	1.88	---
**YOL016C**	<i>CMK2</i>	1.88	Calmodulin-dependent protein kinase; may play a role in stress response, many CA ⁺⁺ /calmodulin dependent phosphorylation substrates demonstrated in vitro, amino acid sequence similar to Cmk1p and mammalian Cam Kinase II
**YOR382W**	<i>FIT2</i>	1.87	Mannoprotein that is incorporated into the cell wall via a glycosylphosphatidylinositol (GPI) anchor, involved in the retention of siderophore-iron in the cell wall
**YJR008W**	<i>MHO1</i>	1.84	Protein of unknown function; inhibits haploid invasive growth when overexpressed; synthetically lethal with phospholipase C (PLC1); expression induced by mild heat-stress on a non-fermentable carbon source, upon entry into stationary phase and upon nitrogen deprivation; repressed by inosine and choline in an Opi1p-dependent manner; highly conserved from bacteria to human; Memo, the human homolog, is an ErbB2 interacting protein with an essential function in cell motility

**YFR030W**	<i>MET10</i>	1.83	Subunit alpha of assimilatory sulfite reductase, which converts sulfite into sulfide
**YBL111C**		1.83	Helicase-like protein encoded within the telomeric Y' element; relocates from mitochondrion to cytoplasm upon DNA replication stress.
**YOR208W**	<i>PTP2</i>	1.83	Phosphotyrosine-specific protein phosphatase involved in the inactivation of mitogen-activated protein kinase (MAPK) during osmolarity sensing; dephosphorylates Hog1p MAPK and regulates its localization; localized to the nucleus
**YMR251W**	<i>GTO3</i>	1.82	Omega class glutathione transferase; putative cytosolic localization
**YBL078C**	<i>ATG8</i>	1.81	Component of autophagosomes and Cvt vesicles; undergoes conjugation to phosphatidylethanolamine (PE); Atg8p-PE is anchored to membranes, is involved in phagophore expansion, and may mediate membrane fusion during autophagosome formation
**YLR205C**	<i>HMX1</i>	1.81	ER localized heme oxygenase, involved in heme degradation during iron starvation and in the oxidative stress response; expression is regulated by AFT1 and oxidative stress; relocates to the perinuclear region in the presence of oxidants
**YER091C**	<i>MET6</i>	1.80	Cobalamin-independent methionine synthase, involved in methionine biosynthesis and regeneration; requires a minimum of two glutamates on the methyltetrahydrofolate substrate, similar to bacterial metE homologs
**YIR034C**	<i>LYS1</i>	1.80	Saccharopine dehydrogenase (NAD ⁺ , L-lysine-forming), catalyzes the conversion of saccharopine to L-lysine, which is the final step in the lysine biosynthesis pathway; also has Mrna binding activity
**YER037W**	<i>PHM8</i>	1.79	Lysophosphatidic acid (LPA) phosphatase involved in LPA hydrolysis in response to phosphate starvation; phosphatase activity is soluble and Mg ²⁺ dependent; expression is induced by low phosphate levels and by inactivation of Pho85p
**YER067W**	<i>RGI1</i>	1.78	Protein of unknown function involved in energy metabolism under respiratory conditions; protein abundance is increased upon intracellular iron depletion
**YHR209W**	<i>CRG1</i>	1.78	S-AdoMet-dependent methyltransferase involved in lipid homeostasis; mediates resistance to a drug cantharidin
**YHR030C**	<i>SLT2</i>	1.77	Serine/threonine MAP kinase; involved in regulating maintenance of cell wall integrity, progression through the cell cycle, and nuclear Mrna retention in heat shock; required for mitophagy and pexophagy; affects recruitment of mitochondria to the phagophore assembly site (PAS); regulated by the PKC1-mediated signaling pathway
**YOR222W**	<i>ODC2</i>	1.76	Mitochondrial inner membrane transporter, exports 2-oxoadipate and 2-oxoglutarate from the mitochondrial matrix to the cytosol for use in lysine and glutamate biosynthesis and in lysine catabolism
**YHR021W-A**	<i>ECM12</i>	1.76	Putative protein of unknown function; may contribute to cell wall biosynthesis, mutants display zymolyase hypersensitivity
**YCL010C**	<i>SGF29</i>	1.75	Component of the HAT/Core module of the SAGA, SLIK, and ADA complexes; HAT/Core module also contains Gcn5p, Ngg1p, and Ada2p; binds methylated histone H3K4; involved in transcriptional regulation through SAGA and TBP recruitment to target promoters and H3 acetylation
**YOR303W**	<i>CPA1</i>	1.75	Small subunit of carbamoyl phosphate synthetase, which catalyzes a step in the synthesis of citrulline, an arginine precursor; translationally regulated by an attenuator peptide encoded by YOR302W within the CPA1 Mrna 5'-leader

**YEL071W**	<i>DLD3</i>	1.75	D-lactate dehydrogenase, part of the retrograde regulon which consists of genes whose expression is stimulated by damage to mitochondria and reduced in cells grown with glutamate as the sole nitrogen source, located in the cytoplasm
**YJL108C**	<i>PRM10</i>	1.74	Pheromone-regulated protein, proposed to be involved in mating; predicted to have 5 transmembrane segments; induced by treatment with 8-methoxypsoralen and UVA irradiation
**YLL038C**	<i>ENT4</i>	1.74	Protein of unknown function, contains an N-terminal epsin-like domain; proposed to be involved in the trafficking of Arn1p in the absence of ferrichrome
**YIL117C**	<i>PRM5</i>	1.73	Pheromone-regulated protein, predicted to have 1 transmembrane segment; induced during cell integrity signaling
**YLR120C**	<i>YPS1</i>	1.73	Aspartic protease, member of the yapsin family of proteases involved in cell wall growth and maintenance; attached to the plasma membrane via a glycosylphosphatidylinositol (GPI) anchor
**YLR178C**	<i>TFS1</i>	1.72	Protein that interacts with and inhibits carboxypeptidase Y and Ira2p; phosphatidylethanolamine-binding protein (PEBP) family member; targets to vacuolar membranes during stationary phase; acetylated by NatB N-terminal acetyltransferase
**YPL057C**	<i>SUR1</i>	1.72	Probable catalytic subunit of a mannosylinositol phosphorylceramide (MIPC) synthase, forms a complex with probable regulatory subunit Csg2p; function in sphingolipid biosynthesis is overlapping with that of Csh1p
**YPL095C**	<i>EEB1</i>	1.72	Acyl-coenzymeA:ethanol O-acyltransferase responsible for the major part of medium-chain fatty acid ethyl ester biosynthesis during fermentation; possesses short-chain esterase activity; may be involved in lipid metabolism and detoxification
**YEL060C**	<i>PRB1</i>	1.72	Vacuolar proteinase B (yscB), a serine protease of the subtilisin family; involved in protein degradation in the vacuole and required for full protein degradation during sporulation; activity inhibited by Pbi2p
**YOR130C**	<i>ORT1</i>	1.72	Ornithine transporter of the mitochondrial inner membrane, exports ornithine from mitochondria as part of arginine biosynthesis; human ortholog is associated with hyperammonaemia-hyperornithinaemia-homocitrullinuria (HHH) syndrome

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S3. Down-regulated genes differentially expressed upon neomycin treatment of wild type (BY4741) yeast cells.

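In the list of repressed genes a ratio under 1 means a weaker signal with neomycin, and 0.6 or less was required. It has 21 genes, of which 20 were matched to a named probe set and met the criteria. Of the 20, 17 were lower on each neomycin array than on each untreated array, and 4 had an adjusted p under 0.05 in limma, *PRM6*, *PRM2*, *BNA2* and *SNN1*. As the genes were chosen by their ratios on the same arrays, the 10% that chance gives for unselected genes is no measure here. Among its genes, *CHA1*, the serine and threonine deaminase that is induced by these amino acids, chosen here for its value, had a ratio of 0.545 (log2 fold change −0.89, SE 0.16, adjusted p = 0.0631).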

ORF	Gene	Ratio	Description
YBL098W	<i>BNA4</i>	0.59	Kynurenine 3-mono oxygenase, required for the de novo biosynthesis of NAD from tryptophan via kynurenine; expression regulated by Hst1p; putative therapeutic target for Huntington disease
YJL045W	---	0.59	---
YJR153W	<i>PGU1</i>	0.58	Endo-polygalacturonase, pectolytic enzyme that hydrolyzes the alpha-1,4-glycosidic bonds in the rhamnogalacturonan chains in pectins
YCR089W	<i>FIG2</i>	0.57	Cell wall adhesin, expressed specifically during mating; may be involved in maintenance of cell wall integrity during mating
YNL086W	<i>SNN1</i>	0.56	Putative protein of unknown function; likely member of BLOC complex involved in endosomal cargo sorting; green fluorescent protein (GFP)-fusion protein localizes to endosomes
YGR109W-B	---	0.56	---
YCL064C	<i>CHA1</i>	0.54	Catabolic L-serine (L-threonine) deaminase, catalyzes the degradation of both L-serine and L-threonine; required to use serine or threonine as the sole nitrogen source, transcriptionally induced by serine and threonine
YLR307W	<i>CDA1</i>	0.54	Chitin deacetylase, together with Cda2p involved in the biosynthesis ascospore wall component, chitosan; required for proper rigidity of the ascospore wall
YOL101C	<i>IZH4</i>	0.52	Membrane protein involved in zinc ion homeostasis, member of the four-protein IZH family, expression induced by fatty acids and altered zinc levels; deletion reduces sensitivity to excess zinc; possible role in sterol metabolism
YGL032C	<i>AGA2</i>	0.52	Adhesion subunit of a-agglutinin of a-cells, C-terminal sequence acts as a ligand for alpha-agglutinin (Sag1p) during agglutination, modified with O-linked oligomannosyl chains, linked to anchorage subunit Aga1p via two disulfide bonds
YBR067C	<i>TIP1</i>	0.51	Major cell wall mannoprotein with possible lipase activity; transcription is induced by heat- and cold-shock; member of the Srp1p/Tip1p family of serine-alanine-rich proteins
YIL082W-A	---	0.49	---
YJL170C	<i>ASG7</i>	0.45	Protein that regulates signaling from a G protein beta subunit Ste4p and its relocalization within the cell; specific to a-cells and induced by alpha-factor
YHR015W	<i>MIP6</i>	0.44	Putative RNA-binding protein, interacts with Mex67p, which is a component of the nuclear pore involved in nuclear mRNA export
YJR078W	<i>BNA2</i>	0.41	Putative tryptophan 2,3-dioxygenase or indoleamine 2,3-dioxygenase, required for de novo biosynthesis of NAD from tryptophan via kynurenine; interacts genetically with telomere capping gene CDC13; regulated by Hst1p and Aftp
YPL192C	<i>PRM3</i>	0.39	Pheromone-regulated protein required for nuclear envelope fusion during karyogamy; localizes to the outer face of the nuclear membrane; interacts with Kar5p at the spindle pole body

**YNR044W**	<i>AGA1</i>	0.37	Anchorage subunit of a-agglutinin of a-cells, highly O-glycosylated protein with N-terminal secretion signal and C-terminal signal for addition of GPI anchor to cell wall, linked to adhesion subunit Aga2p via two disulfide bonds
**YNL279W**	<i>PRM1</i>	0.34	Pheromone-regulated multispinning membrane protein involved in membrane fusion during mating; predicted to have 5 transmembrane segments and a coiled coil domain; localizes to the shmoo tip; regulated by Ste12p
**YIL037C**	<i>PRM2</i>	0.24	Pheromone-regulated protein, predicted to have 4 transmembrane segments and a coiled coil domain; regulated by Ste12p; required for efficient nuclear fusion
**YML047C**	<i>PRM6</i>	0.15	Pheromone-regulated protein, predicted to have 2 transmembrane segments; regulated by Ste12p during mating
**YBR040W**	<i>FIG1</i>	0.14	Integral membrane protein required for efficient mating; may participate in or regulate the low affinity Ca ²⁺ influx system, which affects intracellular signaling and cell-cell fusion during mating

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S4. Gene Ontology term enrichment within the up-regulated genes in response to neomycin exposure. For each of the Gene Ontology (GO) term with its corresponding reference, is indicated the percentage of genes related to this GO term within the genes up-regulated, the percentage of genes with this GO annotation within the overall *S. cerevisiae* genome and the names of the genes annotated to this term in our list of neomycin-induced genes. Only GO terms that show an enrichment statistically significant according to a χ^2 test (p -values ≤ 0.05) are shown. The analysis was performed by using the tool GO Slim mapper from the SGD database.

GO term	% in cluster	% in <i>S. cerevisiae</i> genome	Genes annotated to the term
**Cellular amino acid metabolic process (GO:0006520)**	13 of 83 genes, 15.66%	155 of 6486 annotated genes, 2.39%	<i>ARG1, ARG3, ARG4, ARG56, ARG7, CPA1, CPA2, LYS1, MET2, MET6, ORT1, SER3, STR3</i>
**Membrane invagination (GO:0010324)**	1 of 83 genes, 1.20%	1 of 6486 annotated genes, 0.02%	<i>ATG8</i>
**Response to starvation (GO:0042594)**	4 of 83 genes, 4.82%	61 of 6486 annotated genes, 0.94%	<i>DDR2, PHM8, PRB1, TMT1</i>
**Amino acid transport (GO:0006865)**	3 of 83 genes, 3.61%	44 of 6486 annotated genes, 0.68%	<i>GAP1, ORT1, RTC2</i>

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S5. Gene Ontology term enrichment within the genes down-regulated in response to neomycin exposure. For each of the Gene Ontology (GO) term with its corresponding reference, is indicated the percentage of genes related to this GO term within the down-regulated genes, the percentage of genes with this GO annotation within the overall *S. cerevisiae* genome and the names of the genes annotated to this term in the list of neomycin down-regulated genes. Only GO terms that show an enrichment statistically significant according to a χ^2 test (p-values ≤ 0.05) are shown. The analysis was performed by using the tool GO Slim mapper from the SGD database.

Gene Ontology (GO) term	% in cluster	% in <i>S. cerevisiae</i> genome	Genes annotated to the term
**conjugation (GO:0000746)**	8 of 21 genes, 38.10%	121 of 6486 annotated genes, 1.87%	<i>AGA1, AGA2, ASG7, FIG1, FIG2, PRM1, PRM2, PRM3</i>
**cell morphogenesis (GO:0000902)**	2 of 21 genes, 9.52%	28 of 6486 annotated genes, 0.43%	<i>FIG1, FIG2</i>
**membrane fusion (GO:0061025)**	2 of 21 genes, 9.52%	51 of 6486 annotated genes, 0.79%	<i>PRM1, PRM3</i>
**cellular amino acid metabolic process (GO:0006520)**	3 of 21 genes, 14.29%	155 of 6486 annotated genes, 2.39%	<i>BNA2, BNA4, CHA1</i>
**nucleus organization (GO:0006997)**	2 of 21 genes, 9.52%	96 of 6486 annotated genes, 1.48%	<i>PRM2, PRM3</i>
**organelle fusion (GO:0048284)**	2 of 21 genes, 9.52%	99 of 6486 annotated genes, 1.53%	<i>PRM2, PRM3</i>

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S6. Transcription factors involved in the regulation of the up-regulated genes in response to neomycin. The table indicates for each transcription factor its function, the percentage of genes regulated in the list of neomycin-induced genes, the percentage regulated in the overall *S. cerevisiae* genome and the name of the genes regulated by them. Only those transcription factors that show an statistically significant enrichment according to a χ^2 test (p -values ≤ 0.05) are shown. The analysis was performed by using the tool Search for Transcription Factors at Yeasttract website.

Transcription Factor	Function	% in cluster	% in <i>S. cerevisiae</i> genome	Genes regulated
**Gcn4**	Basic leucine zipper (bZIP) transcriptional activator of amino acid biosynthetic genes in response to amino acid starvation; expression is tightly regulated at both the transcriptional and translational levels	97,56%	1,32%	<i>RTC2 SGF29 CIT2 HSP30 RTN2 YDR034W-B NRG1 FMP16 DLD3 PRB1 PHM8 RGI1 SER3 MET6 TMT1 HSP12 MET10 ZRT1 STR3 CUP2 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ARG4 ECM12 YHR022C SLT2 RTC3 CRG1 PRM5 MET28 LYS1 INO1 PRM10 MHO1 CPA2 PIR3 KDX1 MET14 GAP1 SRL3 ENT4 YPS1 YPS3 TIS11 TFS1 NCW2 HMX1 BOP2 TMA10 ARG7 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 CMK2 ORT1 BAG7 PTP2 RCN2 ODC2 TPO4 YOR302W CPA1 FIT2 ATG41 EEB1 YPL088W SUR1 YBL111C ATG8 ARG3 YER053C-A SPO24 MNC1</i>
**Yap1**	Basic leucine zipper (bZIP) transcription factor required for oxidative stress tolerance; activated by H ₂ O ₂ through the multistep formation of disulfide bonds and transit from the cytoplasm to the nucleus; mediates resistance to cadmium	97,56%	1,33%	<i>RTC2 SGF29 CIT2 HSP30 RTN2 YDR034W-B NRG1 FMP16 DLD3 PRB1 PHM8 RGI1 SER3 MET6 TMT1 HSP12 MET10 ZRT1 STR3 CUP2 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ARG4 ECM12 YHR022C SLT2 RTC3 CRG1 PRM5 MET28 LYS1 INO1 PRM10 MHO1 CPA2 PIR3 KDX1 MET14 GAP1 SRL3 ENT4 YPS1 YPS3 TIS11 TFS1 NCW2 HMX1 BOP2 TMA10 ARG7 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 CMK2 ORT1 BAG7 PTP2 RCN2 ODC2 TPO4 YOR302W CPA1 FIT2 ATG41 EEB1 YPL088W SUR1 YBL111C ATG8 ARG3 YER053C-A SPO24 YLR412C-A</i>
**Ste12**	Transcription factor that is activated by a MAP kinase signaling cascade, activates genes involved in mating or pseudohyphal/invasive growth pathways; cooperates with Tec1p transcription factor to regulate genes specific for invasive growth	74,39%	1,59%	<i>RTC2 CIT2 HSP30 RTN2 YDR034W-B NRG1 FMP16 PRB1 PHM8 RGI1 SER3 MET6 HSP12 STR3 CUP2 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ARG4 YHR022C SLT2 RTC3 CRG1 PRM5 MET28 INO1 PRM10 PIR3 KDX1 GAP1 SRL3 ENT4 YPS1 YPS3 TIS11 NCW2 HMX1 TMA10 ARG7 SPG4 GTO3 MET2 ARG1 DDR2 ORT1 RCN2 ODC2 TPO4 ATG41 EEB1 YPL088W SUR1 YBL111C ARG3 YER053C-A DPI8 MNC1 YLR412C-A</i>
**Tec1**	Transcription factor required for full Ty1 expression, Ty1-mediated gene activation, and haploid invasive and diploid pseudohyphal growth; TEA/ATTS DNA-binding domain family member	75,61%	1,62%	<i>RTC2 CIT2 HSP30 RTN2 NRG1 FMP16 PHM8 RGI1 SER3 TMT1 HSP12 MET10 ZRT1 STR3 CUP2 GSC2 CTT1 CLD1 MEP1 RTS3 YHR022C SLT2 RTC3 CRG1 PRM5 MET28 INO1 PRM10 CPA2 PIR3 KDX1 MET14 GAP1 SRL3 YPS1 YPS3 TIS11 TFS1 NCW2 TMA10 ARG7 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 CMK2 BAG7 PTP2 RCN2 ODC2 TPO4 FIT2 ATG41 EEB1 YPL088W SUR1 ARG3 YER053C-A SPO24 YLR412C-A</i>

**Sfp1**	Transcription factor that controls expression of ribosome biogenesis genes in response to nutrients and stress, regulates G2/M transitions during mitotic cell cycle and DNA-damage response, modulates cell size; regulated by TORC1 and Mrs6p; can form the [ISP+] prion	74,39%	1,86%	<i>RTC2 CIT2 HSP30 RTN2 YDR034W-B NRG1 FMP16 DLD3 PRB1 PHM8 SER3 MET6 TMT1 HSP12 MET10 ZRT1 STR3 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ARG4 ECM12 YHR022C RTC3 CRG1 PRM5 LYS1 INO1 PRM10 MHO1 CPA2 PIR3 KDX1 MET14 GAP1 YPS1 YPS3 TIS11 TFS1 NCW2 HMX1 TMA10 ARG7 SPG4 DIA1 ARG1 ORT1 ODC2 TPO4 YOR302W FIT2 ATG41 EEB1 YPL088W YBL111C ATG8 ARG3 MNC1</i>
**Msn2**	Transcriptional activator related to Msn4p; activated in stress conditions, which results in translocation from the cytoplasm to the nucleus; binds DNA at stress response elements of responsive genes, inducing gene expression	89,02%	2,24%	<i>RTC2 CIT2 HSP30 RTN2 YDR034W-B NRG1 FMP16 DLD3 PRB1 PHM8 RGI1 SER3 MET6 HSP12 MET10 ZRT1 STR3 CUP2 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ARG4 ECM12 SLT2 RTC3 CRG1 PRM5 MET28 LYS1 INO1 PRM10 MHO1 CPA2 PIR3 KDX1 MET14 GAP1 YPS1 YPS3 TIS11 TFS1 NCW2 HMX1 BOP2 TMA10 ARG7 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 ORT1 BAG7 RCN2 ODC2 TPO4 YOR302W CPA1 FIT2 ATG41 EEB1 YPL088W SUR1 YBL111C ATG8 ARG3 YER053C-A DPI8 SPO24</i>
**Bas1**	Myb-related transcription factor involved in regulating basal and induced expression of genes of the purine and histidine biosynthesis pathways; also involved in regulation of meiotic recombination at specific genes	84,15%	2,30%	<i>RTC2 CIT2 RTN2 NRG1 FMP16 DLD3 PRB1 PHM8 SER3 MET6 TMT1 HSP12 ZRT1 STR3 CUP2 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ECM12 YHR022C SLT2 RTC3 CRG1 PRM5 MET28 LYS1 INO1 PRM10 MHO1 CPA2 PIR3 KDX1 GAP1 SRL3 YPS3 TIS11 TFS1 NCW2 HMX1 BOP2 TMA10 ARG7 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 CMK2 ORT1 BAG7 PTP2 RCN2 ODC2 TPO4 YOR302W CPA1 FIT2 ATG41 EEB1 YPL088W ATG8 ARG3 YER053C-A DPI8 SPO24</i>
**Rap1**	DNA-binding protein involved in either activation or repression of transcription, depending on binding site context; also binds telomere sequences and plays a role in telomeric position effect (silencing) and telomere structure	69,51%	2,06%	<i>RTC2 CIT2 HSP30 RTN2 NRG1 FMP16 DLD3 PHM8 SER3 MET6 HSP12 ZRT1 STR3 CUP2 GSC2 CTT1 CLD1 RTS3 ECM12 CRG1 PRM5 MET28 LYS1 INO1 MHO1 CPA2 KDX1 MET14 ENT4 TIS11 TFS1 NCW2 BOP2 TMA10 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 CMK2 PTP2 RCN2 TPO4 YOR302W CPA1 FIT2 ATG41 EEB1 YPL088W SUR1 YBL111C ARG3 YER053C-A DPI8 SPO24 YLR412C-A</i>
**Fkh1**	Forkhead family transcription factor with a minor role in the expression of G2/M phase genes; negatively regulates transcriptional elongation; positive role in chromatin silencing at HML and HMR; regulates donor preference during switching	60,98%	1,89%	<i>RTC2 SGF29 CIT2 HSP30 RTN2 YDR034W-B DLD3 PRB1 PHM8 RGI1 SER3 MET6 TMT1 HSP12 MET10 ZRT1 STR3 YGL117W CTT1 MEP1 RTS3 ARG4 RTC3 CRG1 MET28 LYS1 INO1 MHO1 CPA2 MET14 GAP1 TFS1 NCW2 HMX1 TMA10 ARG7 SPG4 GTO3 MET2 ARG1 DDR2 TPO4 YOR302W CPA1 ATG41 ARG3 YER053C-A DPI8 MNC1 YLR412C-A</i>

**Msn4**	Transcriptional activator related to Msn2p; activated in stress conditions, which results in translocation from the cytoplasm to the nucleus; binds DNA at stress response elements of responsive genes, inducing gene expression	76,83%	2,54%	<i>RTC2 CIT2 HSP30 RTN2 YDR034W-B NRG1 FMP16 DLD3 PRB1 PHM8 RGI1 MET6 HSP12 MET10 ZRT1 STR3 CUP2 YGL117W GSC2 CTT1 CLD1 MEP1 RTS3 ECM12 YHR022C RTC3 CRG1 PRM5 MET28 LYS1 INO1 PRM10 MHO1 CPA2 PIR3 MET14 GAP1 TFS1 NCW2 HMX1 BOP2 TMA10 ARG7 SPG4 GTO3 DIA1 MET2 ARG1 DDR2 BAG7 TPO4 YOR302W CPA1 FIT2 ATG41 EEB1 SUR1 YBL111C ATG8 ARG3 YER053C-A DPI8 SPO24</i>

Table S7. Transcription factors involved in the regulation of the up-regulated genes in response to neomycin. The table indicates for each transcription factor its function, the percentage of genes regulated in the list of neomycin-repressed genes, the percentage regulated in the overall *S. cerevisiae* genome and the name of the genes regulated by them. Only those transcription factors that show an enrichment statistically significant according to a χ^2 test (p -values ≤ 0.05) are shown. The analysis was performed by using the tool Search for Transcription Factors at Yeasttract website.

Transcription Factor	Function	% in cluster	% in <i>S. cerevisiae</i> genome	Target ORF/Genes
**Bas1**	Myb-related transcription factor involved in regulating basal and induced expression of genes of the purine and histidine biosynthesis pathways; also involved in regulation of meiotic recombination at specific genes	90,48%	0,63%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 CDA1 P RM6 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1 YJL045W Y GR109W-B YIL082W-A MIP6</i>
**Gln3**	Transcriptional activator of genes regulated by nitrogen catabolite repression (NCR), localization and activity regulated by quality of nitrogen source	95,24%	0,83%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 CDA1 P RM6 PRM1 SNN1 AGA1 IZH4 PRM3 BNA4 FIG1 TI P1 YJL045W YIL082W-A MIP6</i>
**Sok2**	Nuclear protein that plays a regulatory role in the cyclic AMP (cAMP)-dependent protein kinase (PKA) signal transduction pathway; negatively regulates pseudohyphal differentiation; homologous to several transcription factors	76,19%	0,70%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 PRM6 P RM1 AGA1 IZH4 PRM3 BNA4 FIG1 TIP1 YJL045W</i>

**Hac1**	Basic leucine zipper (bZIP) transcription factor (ATF/CREB1 homolog) that regulates the unfolded protein response, via UPRE binding, and membrane biogenesis; ER stress-induced splicing pathway facilitates efficient Hac1p synthesis	61,90%	0,89%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1</i>
**Spt3**	Subunit of the SAGA and SAGA-like transcriptional regulatory complexes, interacts with Spt15p to activate transcription of some RNA polymerase II-dependent genes, also functions to inhibit transcription at some promoters	47,62%	0,81%	<i>CHA1 AGA2 PGU1 PRM1 AGA1 IZH4 BNA4 FIG1 YGR109W-B YIL082W-A</i>
**Pho4**	Basic helix-loop-helix (bHLH) transcription factor of the myc-family; activates transcription cooperatively with Pho2p in response to phosphate limitation; binding to 'CACGTG' motif is regulated by chromatin restriction, competitive binding of Cbf1p to the same DNA binding motif and cooperation with Pho2p;; function is regulated by phosphorylation at multiple sites and by phosphate availability	47,62%	0,83%	<i>CHA1 AGA2 PRM2 ASG7 BNA2 CDA1 IZH4 BNA4 TIP1 MIP6</i>
**Hms1**	Basic helix-loop-helix (bHLH) protein with similarity to myc-family transcription factors; overexpression confers hyperfilamentous growth and suppresses the pseudohyphal filamentation defect of a diploid mep1 mep2 homozygous null mutant	52,38%	0,93%	<i>FIG2 AGA2 PRM2 ASG7 PRM6 PRM1 SNN1 AGA1 BNA4 FIG1 TIP1</i>
**Hap4**	Subunit of the heme-activated, glucose-repressed Hap2p/3p/4p/5p CCAAT-binding complex, a transcriptional activator and global regulator of respiratory gene expression; provides the principal activation	47,62%	0,92%	<i>CHA1 FIG2 AGA2 ASG7 BNA2 PRM1 AGA1 IZH4 FIG1 MIP6</i>

	function of the complex			
**Yox1**	Homeodomain-containing transcriptional repressor, binds to Mcm1p and to early cell cycle boxes (ECBs) in the promoters of cell cycle-regulated genes expressed in M/G1 phase; expression is cell cycle-regulated; potential Cdc28p substrate	61,90%	1,21%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 PRM6 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1 YIL082W-A</i>
**Pho2**	Homeobox transcription factor; regulatory targets include genes involved in phosphate metabolism; binds cooperatively with Pho4p to the PHO5 promoter; phosphorylation of Pho2p facilitates interaction with Pho4p	47,62%	0,94%	<i>CHA1 AGA2 PRM2 ASG7 BNA2 CDA1 PRM6 PRM1 FIG1 TIP1</i>
**Yhp1**	One of two homeobox transcriptional repressors (see also Yox1p), that bind to Mcm1p and to early cell cycle box (ECB) elements of cell cycle regulated genes, thereby restricting ECB-mediated transcription to the M/G1 interval	66,67%	1,44%	<i>CHA1 FIG2 AGA2 PRM2 CDA1 PRM6 PRM1 AGA1 IZH4 PRM3 BNA4 FIG1 TIP1 YJL045W</i>
**Rox1**	Heme-dependent repressor of hypoxic genes; contains an HMG domain that is responsible for DNA bending activity	47,62%	1,10%	<i>FIG2 PRM2 ASG7 PRM6 PRM1 AGA1 PRM3 FIG1 TIP1 YJL045W</i>
**Mot3**	Nuclear transcription factor with two Cys2-His2 zinc fingers; involved in repression of a subset of hypoxic genes by Rox1p, repression of several DAN/TIR genes during aerobic growth, and repression of ergosterol biosynthetic genes; can form the [MOT3+] prion	47,62%	1,13%	<i>CHA1 AGA2 ASG7 PRM6 PRM1 SNN1 AGA1 IZH4 FIG1 TIP1</i>
**Yap5**	Basic leucine zipper (bZIP) transcription factor	42,86%	1,02%	<i>FIG2 AGA2 PRM2 ASG7 IZH4 PRM3 BNA4 YJL045W YIL082W-A</i>
**Kar4**	Transcription factor required for gene regulation in response to pheromones; also required during meiosis; exists in two forms, a slower-migrating form more abundant during vegetative growth and a	57,14%	1,39%	<i>FIG2 AGA2 PRM2 BNA2 CDA1 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1 YIL082W-A</i>

	faster-migrating form induced by pheromone			
**Rph1**	JmjC domain-containing histone demethylase; specifically demethylates H3K36 tri- and dimethyl modification states; associates with actively transcribed (RNA polymerase II) regions in vivo and specifically targets H3K36 in its trimethylation state as its substrate; transcriptional repressor of PHR1; Rph1p phosphorylation during DNA damage is under control of the MEC1-RAD53 pathway	38,10%	1,12%	<i>CHA1 AGA2 PRM2 BNA2 PGU1 PRM3 BNA4 YJL045W</i>
**Rlm1**	MADS-box transcription factor, component of the protein kinase C-mediated MAP kinase pathway involved in the maintenance of cell integrity; phosphorylated and activated by the MAP-kinase Slt2p	52,38%	1,55%	<i>PRM2 PGU1 PRM6 PRM1 AGA1 PRM3 FIG1 TIP1 YGR109W-B YIL082W-A MIP6</i>
**Rme1**	Zinc finger protein involved in control of meiosis; prevents meiosis by repressing IME1 expression and promotes mitosis by activating CLN2 expression; directly repressed by a1-alpha2 regulator; mediates cell type control of sporulation	47,62%	1,55%	<i>FIG2 AGA2 PRM2 ASG7 PRM1 AGA1 IZH4 FIG1 YJL045W MIP6</i>

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S7. Transcription factors involved in the regulation of the down-regulated genes in response to neomycin. The table indicates for each transcription factor its function, the percentage of genes regulated in the list of neomycin-repressed genes, the percentage regulated in the overall *S. cerevisiae* genome and the name of the genes regulated by them. Only those transcription factors that show an statistically significant enrichment according to a χ^2 test (p -values ≤ 0.05) are shown. The analysis was performed by using the tool Search for Transcription Factors at Yeasttract website.

Transcription Factor	Function	% in cluster	% in <i>S. cerevisiae</i> genome	Target ORF/Genes
**Bas1**	Myb-related transcription factor involved in regulating basal and induced expression of genes of the purine and histidine biosynthesis pathways; also involved in regulation of meiotic recombination at specific genes	90,48%	0,63%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 CDA1 PRM6 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1 YJL045W YGR109W-B YIL082W-A MIP6</i>
**Gln3**	Transcriptional activator of genes regulated by nitrogen catabolite repression (NCR), localization and activity regulated by quality of nitrogen source	95,24%	0,83%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 CDA1 PRM6 PRM1 SNN1 AGA1 IZH4 PRM3 BNA4 FIG1 TIP1 YJL045W YIL082W-A MIP6</i>
**Sok2**	Nuclear protein that plays a regulatory role in the cyclic AMP (cAMP)-dependent protein kinase (PKA) signal transduction pathway; negatively regulates pseudohyphal differentiation; homologous to several transcription factors	76,19%	0,70%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 PRM6 PRM1 AGA1 IZH4 PRM3 BNA4 FIG1 TIP1 YJL045W</i>
**Hac1**	Basic leucine zipper (bZIP) transcription factor (ATF/CREB1 homolog) that regulates the unfolded protein response, via UPRE binding, and membrane biogenesis; ER stress-induced splicing pathway facilitates efficient Hac1p synthesis	61,90%	0,89%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 BNA2 PGU1 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1</i>
**Spt3**	Subunit of the SAGA and SAGA-like transcriptional regulatory complexes, interacts with Spt15p to activate transcription of some RNA polymerase II-dependent genes, also functions to inhibit transcription at some promoters	47,62%	0,81%	<i>CHA1 AGA2 PGU1 PRM1 AGA1 IZH4 BNA4 FIG1 YGR109W-B YIL082W-A</i>

**Pho4**	Basic helix-loop-helix (bHLH) transcription factor of the myc-family; activates transcription cooperatively with Pho2p in response to phosphate limitation; binding to 'CACGTG' motif is regulated by chromatin restriction, competitive binding of Cbf1p to the same DNA binding motif and cooperation with Pho2p;; function is regulated by phosphorylation at multiple sites and by phosphate availability	47,62%	0,83%	<i>CHA1 AGA2 PRM2 ASG7 BNA2 CDA1 IZH4 BNA4 TIP1 MIP6</i>
**Hms1**	Basic helix-loop-helix (bHLH) protein with similarity to myc-family transcription factors; overexpression confers hyperfilamentous growth and suppresses the pseudohyphal filamentation defect of a diploid mep1 mep2 homozygous null mutant	52,38%	0,93%	<i>FIG2 AGA2 PRM2 ASG7 PRM6 PRM1 SNN1 AGA1 BNA4 FIG1 TIP1</i>
**Hap4**	Subunit of the heme-activated, glucose-repressed Hap2p/3p/4p/5p CCAAT-binding complex, a transcriptional activator and global regulator of respiratory gene expression; provides the principal activation function of the complex	47,62%	0,92%	<i>CHA1 FIG2 AGA2 ASG7 BNA2 PRM1 AGA1 IZH4 FIG1 MIP6</i>
**Yox1**	Homeodomain-containing transcriptional repressor, binds to Mcm1p and to early cell cycle boxes (ECBs) in the promoters of cell cycle-regulated genes expressed in M/G1 phase; expression is cell cycle-regulated; potential Cdc28p substrate	61,90%	1,21%	<i>CHA1 FIG2 AGA2 PRM2 ASG7 PRM6 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1 YIL082W-A</i>
**Pho2**	Homeobox transcription factor; regulatory targets include genes involved in phosphate metabolism; binds cooperatively with Pho4p to the PHO5 promoter; phosphorylation of Pho2p facilitates interaction with Pho4p	47,62%	0,94%	<i>CHA1 AGA2 PRM2 ASG7 BNA2 CDA1 PRM6 PRM1 FIG1 TIP1</i>

**Yhp1**	One of two homeobox transcriptional repressors (see also Yox1p), that bind to Mcm1p and to early cell cycle box (ECB) elements of cell cycle regulated genes, thereby restricting ECB-mediated transcription to the M/G1 interval	66,67%	1,44%	<i>CHA1 FIG2 AGA2 PRM2 CDA1 PRM6 PRM1 AGA1 IZH4 PRM3 BNA4 FIG1 TIP1 YJL045W</i>
**Rox1**	Heme-dependent repressor of hypoxic genes; contains an HMG domain that is responsible for DNA bending activity	47,62%	1,10%	<i>FIG2 PRM2 ASG7 PRM6 PRM1 AGA1 PRM3 FIG1 TIP1 YJL045W</i>
**Mot3**	Nuclear transcription factor with two Cys2-His2 zinc fingers; involved in repression of a subset of hypoxic genes by Rox1p, repression of several DAN/TIR genes during aerobic growth, and repression of ergosterol biosynthetic genes; can form the [MOT3+] prion	47,62%	1,13%	<i>CHA1 AGA2 ASG7 PRM6 PRM1 SNN1 AGA1 IZH4 FIG1 TIP1</i>
**Yap5**	Basic leucine zipper (bZIP) transcription factor	42,86%	1,02%	<i>FIG2 AGA2 PRM2 ASG7 IZH4 PRM3 BNA4 YJL045W YIL082W-A</i>
**Kar4**	Transcription factor required for gene regulation in response to pheromones; also required during meiosis; exists in two forms, a slower-migrating form more abundant during vegetative growth and a faster-migrating form induced by pheromone	57,14%	1,39%	<i>FIG2 AGA2 PRM2 BNA2 CDA1 PRM1 AGA1 IZH4 PRM3 FIG1 TIP1 YIL082W-A</i>
**Rph1**	JmjC domain-containing histone demethylase; specifically demethylates H3K36 tri- and dimethyl modification states; associates with actively transcribed (RNA polymerase II) regions in vivo and specifically targets H3K36 in its trimethylation state as its substrate; transcriptional repressor of PHR1; Rph1p phosphorylation during DNA damage is under control of the MEC1-RAD53 pathway	38,10%	1,12%	<i>CHA1 AGA2 PRM2 BNA2 PGU1 PRM3 BNA4 YJL045W</i>

**Rlm1**	MADS-box transcription factor, component of the protein kinase C-mediated MAP kinase pathway involved in the maintenance of cell integrity; phosphorylated and activated by the MAP-kinase Slt2p	52,38%	1,55%	<i>PRM2 PGU1 PRM6 PRM1 AGA1 PRM3 FIG1 TIP1 YGR109W-B YIL082W-A MIP6</i>
**Rme1**	Zinc finger protein involved in control of meiosis; prevents meiosis by repressing IME1 expression and promotes mitosis by activating CLN2 expression; directly repressed by a1-alpha2 regulator; mediates cell type control of sporulation	47,62%	1,55%	<i>FIG2 AGA2 PRM2 ASG7 PRM1 AGA1 IZH4 FIG1 YJL045W MIP6</i>

# Supplementary material for: Neomycin Interferes with Phosphatidylinositol-4,5-Bisphosphate at the Yeast Plasma Membrane and Activates the Cell Wall Integrity Pathway
**Source:** Int J Mol Sci. 2022 Sep 20;23(19):11034. doi: 10.3390/ijms231911034
**Supplement:** Supplementary file 1

Table S8. List of strains used and generated throughout this work. The table indicates the name of the strain, its genotype and the reference.

Strain	Genotype	Reference
**BY4741**	<i>MATa; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0</i>	Euroscarf, Germany
**BY4741 RLM1-6MYC**	BY4741; <i>RLM1-6MYC::URA3</i>	This study
**Y3656**	<i>MATa; can1Δ::MFA1pr-HIS3-MFa1pr-LEU2; his3Δ1; leu2Δ0; ura3Δ0; met15Δ0; lys2Δ0</i>	[73]
**YSTH1**	Y3656; <i>HO::natMX6::SSB1</i>	This study
**YSTH2**	Y3656; <i>HO::MLP1p-MKK1^{S386P}-ADHt-natMX6::SSB1</i>	This study
<i>slt2Δ</i>	Y3656; <i>slt2Δ::natMX6</i>	[28]
<i>wsc1Δ</i>	Y3656; <i>wsc1Δ::natMX6</i>	[28]
<i>mid2Δ</i>	Y3656; <i>mid2Δ::natMX6</i>	[28]
<i>msg5Δ</i>	Y3656; <i>msg5Δ::natMX6</i>	[28]
<i>rlm1Δ</i>	Y3656; <i>rlm1Δ::natMX6</i>	[28]
<i>bck1Δ</i>	Y3656; <i>bck1Δ::natMX6</i>	[28]
<i>rom2Δ</i>	Y3656; <i>rom2Δ::natMX6</i>	[28]
<i>mkk1Δ</i>	Y3656; <i>mkk1Δ::natMX6</i>	[28]
<i>mkk2Δ</i>	Y3656; <i>mkk2Δ::natMX6</i>	[28]
<i>swi4Δ</i>	Y3656; <i>swi4Δ::natMX6</i>	[28]
<i>swi6Δ</i>	Y3656; <i>swi6Δ::natMX6</i>	[28]
<i>ptc1Δ</i>	Y3656; <i>ptc1Δ::natMX6</i>	[28]
**CML128**	<i>MATa; leu2Δ3,112; ura3Δ52; trp1Δ; his4Δ; can1^r</i>	[74]
<i>pkc1Δ</i>	CML128; <i>pkc1Δ::LEU2</i>	[75]
**YPH499**	<i>MATa ade2-101 trp1-63 leu2-1 ura3-52 his3-200 lys2-801</i>	[76]

References

28. Martin, H.; Shales, M.; Fernandez-Piñar, P.; Wei, P.; Molina, M.; Fiedler, D.; Shokat, K. M.; Beltrao, P.; Lim, W.; Krogan, N. J. Differential Genetic Interactions of Yeast Stress Response MAPK Pathways. *Mol. Syst. Biol.* **2015**, *11* (4), 800.
73. Schuldiner, M.; Collins, S. R.; Thompson, N. J.; Denic, V.; Bhamidipati, A.; Punna, T.; Ihmels, J.; Andrews, B.; Boone, C.; Greenblatt, J. F.; Weissman, J. S.; Krogan, N. J. Exploration of the Function and Organization of the Yeast Early Secretory Pathway through an Epistatic Miniarray Profile. *Cell* **2005**, *123* (3), 507–519.
74. Gallego, C.; Garí, E.; Colomina, N.; Herrero, E.; Aldea, M. The Cln3 Cyclin Is Down-Regulated by Translational Repression and Degradation during the G1 Arrest Caused by Nitrogen Deprivation in Budding Yeast. *EMBO J.* **1997**, *16* (23), 7196–7206.
75. De La Torre-Ruiz, M. A.; Torres, J.; Ariño, J.; Herrero, E. Sit4 Is Required for Proper Modulation of the Biological Functions Mediated by Pkc1 and the Cell Integrity Pathway in *Saccharomyces cerevisiae*. *J. Biol. Chem.* **2002**, *277* (36), 33468–33476.
76. Sikorski, R. S.; Hieter, P. A System of Shuttle Vectors and Yeast Host Strains Designed for Efficient Manipulation of DNA in *Saccharomyces Cerevisiae*. *Genetics* **1989**, *122* (1), 19–27.

How the deposited data were processed for this re-analysis (not part of the article)

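The data are the signals of 6 Affymetrix Yeast Genome 2.0 arrays, 3 of untreated BY4741 cells and 3 of cells treated with 10 mg/mL neomycin for 4 h at 30 °C, each from its own culture. According to the paper, the authors extracted RNA with a commercial kit, hybridised it, normalised the arrays with GCRMA and took as induced or repressed the genes whose ratio of mean signals was at least 1.7 or at most 0.6 with a Cyber-T Bayesian p of at most 0.05. The values used here are the authors' GCRMA signals on the log2 scale, from 2.22 to 14.31 over 5716 probe sets of *S. cerevisiae*. Background adjustment, normalisation between arrays and summary over probes are part of these values, and no earlier step was repeated. The version of GCRMA is not given in the sources used here.

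A probe set was kept for the tests of genes when the array's annotation names a gene for it, which holds for 5498 of them, with 0 naming several genes and 218 naming none. Where 47 genes had more than one probe set, the one with the highest mean over the 6 arrays was taken, which gave 5449 genes. The probe sets without a name were fitted only in one alternative and counted on their own. Genes whose symbols carry no probe set in this annotation were not analysed here.

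The comparison of neomycin with untreated arrays was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without intensity trend, 4.03 prior degrees of freedom), 2-sided, with the Benjamini-Hochberg adjustment over the 5449 genes and an adjusted p under 0.05 taken as a call. A log2 fold change is the mean of the 3 neomycin arrays minus the mean of the 3 untreated arrays, with limma's moderated standard error. A ratio is that of the arithmetic means on the linear scale, as in the paper. The Cyber-T test was rebuilt on log2 values with a window of 101 genes, a confidence of 10 and 22 degrees of freedom, settings that the paper does not state. A gene is called separated when each neomycin array lies on one side of each untreated array, which chance gives for 10% of genes. Over all genes the share was 18.4%, and the genes of a list are correlated, so that a list's count of separated genes is not a test. For a single gene the exact permutation test of 3 arrays against 3 cannot give a p under 0.1.

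The genes to be named were the 10 with the largest change in each direction among those that passed the test and were separated, up to 4 of each list that passed, up to 4 examples of the CWI pathway, the genes of the paper's section on the arrays, those of its Tables S2 and S3 that miss the ratio criteria, and the genes deleted in BY4741, and any other gene is an example named after its value was seen. The 31 lists of genes (pathways, regulons, complexes and markers of cell types) and their sums for amino acid synthesis and mating, 33 tests in all, were tested with camera (inter-gene correlation 0.01) and adjusted together by Benjamini-Hochberg, with an estimated correlation and with fry as alternatives. With the preset correlation 21 of the 33 passed, with an estimated correlation 0 and with fry 4. The estimates ran from 0.0397 for the pleiotropic drug response to 0.793 for arginine synthesis, above the preset value in every list. Camera's p-values grow with this correlation. Camera compares a list with all other genes, while fry asks whether its genes move one way and compares them with no other gene. Over-representation of the lists among called genes was tested with a 2-sided Fisher's exact test against the 5449 genes. The median and the count of called members are given over all genes and adjusted over the list alone.

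The alternatives were the replicate number as a block, quantile normalisation of the signals again, centring of each array on its median, leaving out the 1363 dimmest genes, keeping every probe set, the mean of a gene's probe sets, leaving out each array in turn, an intensity trend or a robust prior in limma, an adjusted p under 0.1, and for the ratio criteria limma's p, linear signals, the ratio of geometric means, adjusted Cyber-T p-values, a confidence of 3 and no p at all. The comparison and these alternatives were fixed before the data were examined. The lists were written before the signals were read but after Tables S2 to S7, which come from the same arrays, so they are not blind to the data, while over-representation among the genes past the ratio criteria was added after seeing them.

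On simulated data of 5449 genes in 3 against 3 arrays, with 200 changed genes, limma recovered 91% of the genes changed by 1 and 98% of those changed by 2 on the log2 scale, the ratio criteria 93% and 100%, and 15 of 5209 unchanged genes were called by limma and 18 by the ratio criteria. The Cyber-T p was at most 0.05 in 5.78% of unchanged genes. The simulated values were drawn independently for each gene from limma's own model of the variance, without a culture of weaker response. These rates therefore hold for that setting and are not the power of the real arrays, whose genes are correlated. Arrays have no read depth. Their floor was read from *LEU2*, *MET17* and *URA3*, which the strain lacks and whose highest mean was 4.68, and a ratio with a mean at or under that level cannot be read as a ratio of transcripts. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Measurements by RT-qPCR, the arrays of other studies compared in Figure 8, Gene Ontology terms and Yeastract were not analysed here.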

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

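Both tests on the arginine genes, the level-matched sets for the α-specific genes and the test of heterogeneity of the mixing shares were chosen after the results were seen, and the other tests before.

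Neomycin replicate 1 showed smaller changes than the other treated cultures, with a median share of 0.473 of their change over the 100 genes with the largest changes chosen without it, against 0.953 and 1.22 for neomycin replicates 2 and 3. A compressed signal range on that array is argued against by the SD of its log2 values over all genes, 2.06, which is the highest of the 6 arrays where compression needs the lowest. Untreated RNA or cells mixed into that sample would give all gene groups one mixing share. This share is the weight of the profile of neomycin replicates 2 and 3, the rest being that of the untreated arrays. A higher share thus stands for less untreated signal. The shares were 0.338 (SE 0.104) for amino acid synthesis, 0.552 (SE 0.0914) for cell wall stress, 0.337 (SE 0.0868) for general stress and 0.735 (SE 0.157) for mating. The highest and the lowest differ by 0.398 (SE 0.179), which passes the bound of a pair of standard errors set in advance, but that bound suits a single pair and not the extremes of 4 lists, and a test of heterogeneity over the 4 lists gives p = 0.0606 by a chi-square approximation, neither an exact nor a permutation test, so that mixing cannot be told apart from a weaker response of that culture. No biological explanation was tested, since the design names no difference between the treated cultures.

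The lower mating genes (median log2 fold change −0.39) could come from dim probe sets or from α cells in the untreated cultures, since mating pheromone from such cells would raise the mating genes there. Dim probe sets are argued against as the whole account, because without the 1363 dimmest genes the list has a median of −0.26 with a camera adjusted p of 1.1e-06 (for the full list adjusted p = 0.270 with an estimated correlation). The 10 mating genes among the dimmest have a median of −1.09. Dimness was taken from the mean over all 6 arrays, so that genes strongly lowered by neomycin can enter this group by falling. *FIG1*, with means of 8.77 without and 5.66 with neomycin, lies under its limit of 7.88 only in this way. Whether dim signal carries part of the shift therefore cannot be read from that median. The 4 α-specific genes *STE3*, *MF(ALPHA)1*, *MF(ALPHA)2* and *SAG1* had a median of −0.51, as low as or lower than in a share of 7.0e-04 of 10000 sets of genes matched in level, whose median was −0.03. However, none of them passed limma's adjusted test, and *MF(ALPHA)1*, which α cells express strongly, had an untreated mean of 3.71, under the background mark of 4.68. *STE3*, *MF(ALPHA)2* and *SAG1* lay above that mark in both groups, with means of 5.82, 6.20 and 8.29 without and 5.28, 5.49 and 7.80 with neomycin. Their signal is thus not confined to the untreated cultures, which limits what the median of −0.51 can show. The values point both ways, and α cells in the untreated cultures cannot be told apart from an effect of neomycin on mating genes. An effect of the treatment, which the design names, stays open as well, and no sorting step would have removed such cells.

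The arginine genes lay above the other amino acid genes, with a difference of the medians of 0.92 on the log2 scale. General amino acid control acting alike on the amino acid pathways would leave no such difference, and a 2-sided permutation test that redrew the genes of both lists 100000 times gave p = 3.0e-05. That p restates the observation that prompted it, since the arginine list was written after Table S2 had been read and its genes share regulators and arrays, so it excludes nothing although it meets the bound set for it. Over cultures the difference of the list medians was 0.64, 1.01 and 1.21 on the neomycin arrays against −0.19 to 0.10 on the untreated arrays, for which the exact permutation p is 0.1, the smallest that 3 arrays against 3 can give. General control and a further effect of the treatment on arginine synthesis cannot be told apart.

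The results below were picked out because they lie in groups of genes that the paper's text does not name as groups, in genes outside its tables or in probe sets without a name. Single members of these groups do stand in its tables, such as *ATG8* and *PRB1* among the induced and *BNA2* and *BNA4* among the repressed genes. These lists, each with a camera adjusted p under 0.05, have median log2 fold changes of −0.26 for ribosome biogenesis, −0.24 for mitochondrial ribosomal proteins, −0.25 for NAD synthesis, 0.14 for the iron regulon, 0.14 for the mitochondrial retrograde response, 0.092 for autophagy and vacuolar proteases, 0.065 for nitrogen catabolite repression and 0.043 for the respiratory chain, and none of them passes with an estimated correlation. Genes outside Tables S2 and S3 that passed limma's adjusted test were *PST1* (log2 fold change 0.71), *FLC1*, a putative carrier of FAD (0.68, SE 0.11, adjusted p = 0.0464), and *FAA4* (−0.66), named because of these values. Of the probe sets with no gene name, 3 were higher and 0 lower with neomycin at an adjusted p under 0.05 in limma, with 8 ratios of at least 1.7 and 1 of at most 0.6.

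With 6 arrays there are 10 splits into 3 and 3, which are too few for a share under 0.05. A split and its mirror are one, so each count of genes in another split is the larger of those with either side as the treated one, a rule set after the counts were seen. The real grouping against the highest of the other splits gave 23 against 0 higher genes, 5 against 0 lower genes, 79 against 31 induced and 20 against 34 repressed genes, 6 against 0 over-represented lists, and list medians of 0.45 against 0.33 in size for cell wall stress, 0.39 against 0.23 for mating, 0.18 against 0.20 for amino acid synthesis and 0.0084 against 0.065 for cytosolic ribosomal proteins. The number of splits with a result as large, the real one included, was 1 for the higher, lower and induced genes, the over-represented lists, cell wall stress and mating, 4 for the repressed genes, 3 for amino acid synthesis and 10 for the cytosolic ribosomal proteins. With 0 genes called in the other splits, their 0 over-represented lists follow from that and are no separate result. The lists were written after Tables S2 to S7, which come from the real grouping, so that the list medians lean towards it.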

How the results depend on the processing

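Over-representation among the genes past the ratio criteria was added after seeing the data, and the other settings were chosen in advance. The cause was not tested for any change below unless the setting itself shows it, as with fewer genes or fewer arrays. Limma's 23 higher and 5 lower genes became 50 higher with quantile normalisation, 44 with centred arrays, 48 higher and 14 lower with an intensity trend and 59 and 23 at an adjusted p under 0.1, each time with all 23 higher genes among them and all 5 lower ones except after quantile normalisation, which calls 3 of these, and 40 higher without the 1363 dimmest genes, with 16 of the 23 and 1 of the 5 among those called, since dim genes are then not tested. Leaving out one array gave 0 to 119 higher and 0 to 23 lower genes, with 0 to 13 over-represented lists, the highest values without neomycin replicate 1. At an unadjusted p under 0.05 limma gives 275 higher and 454 lower genes, 371 and 348 after quantile normalisation and 367 and 303 after centring, with a median over all genes of −0.05, −0.02 and −0.01, so the balance of higher and lower genes depends on the scaling. By the ratio criteria 79 and 20 genes became 47 and 8 without the dimmest genes, and repressed genes ran from 20 to 35 with one array left out. Over-represented lists were 6, with 10 after centring and 12 among the genes past the ratio criteria.

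With the replicate number as a block limma called 0 higher and 0 lower genes and 0 over-represented lists (284 higher and 378 lower at an unadjusted p under 0.05, 78 induced and 20 repressed by the ratio criteria), and the CWI pathway and the translation factors missed camera's threshold (adjusted p = 0.0526 for each). Arrays of the same number deviate alike for replicate 3 only, since the deviations of same-numbered arrays correlate by −3.0e-04, −0.376 and 0.443. Those of untreated replicate 2 with neomycin replicate 1 correlate by 0.398 and those of untreated replicate 1 with neomycin replicate 2 by 0.396. A pairing of the cultures under other numbers is therefore possible, but no fit with such a pairing was run.

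The medians of amino acid synthesis (0.18), cell wall stress (0.45) and mating (−0.39) kept their direction and passed camera in each setting with the preset correlation, but not with an estimated correlation (adjusted p = 0.427, 0.270 and 0.270), and amino acid synthesis not with fry (adjusted p = 0.252). The cytosolic ribosomal proteins, at 0.01, ran from −0.042 to 0.046 with one array left out, passing without neomycin replicate 2 (0.012, adjusted p = 0.00271) and untreated replicate 3 (adjusted p = 0.00398). Over all 6 arrays they did not pass camera (adjusted p = 0.150, and adjusted p = 0.816 with an estimated correlation). Values near 0 changed sign with one array left out, *GCN4* from −0.0063 to 0.085, *YAP1* from −0.26 to 0.075, *MET17* from −0.038 to 0.16 and *URA3* from −0.074 to 0.12. Of the 35 named genes, 2 called ones missed the threshold after quantile normalisation (*BNA2* and *SNN1*) and 3 others passed it, 2 passed it after centring and 6 with an intensity trend. Signal over background limits *PRM2*, *PRM6*, *BAG7*, *GTO3*, *YDR034C-A* and *MF(ALPHA)1*, which have a group mean at or under 4.68. The same holds for *CDA1* (4.48 with neomycin), *ECM12* (4.56 untreated) and *YLR412C-A* (4.19 untreated), which count among the repressed or induced genes.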

Differences from the paper's values

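The test of the columns of Tables S6 and S7 was chosen after they were read, and the comparisons of values before. None of 35 values compared differs from the paper's by the criteria used, which ask for a gap beyond the replicate spread and a factor over 1.5. The compared values include 27 ratios of named genes in Tables S2 and S3, and over all matched genes of these tables the largest gap in the ratio is 0.00497. The mean ratios of same-numbered arrays for *ARG1*, *BAG7*, *HSP12*, *INO1*, *PIR3* and *STR3*, 7.19, 5.57, 2.74, 2.24, 4.07 and 7.25, stand beside about 7.2, 5.5, 2.7, 2.2, 4.1 and 7.3 in Fig. 7b, read by eye. Without neomycin or untreated replicate 3 that of *BAG7* is 3.51.

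At the paper's stated thresholds 79 genes were induced and 20 repressed, where the paper counts 83 and 21. Of the paper's genes 7 and 1 were not analysed here, all the other 76 and 20 met the thresholds, and 3 further induced genes, *YDR034C-A*, *YEL076C-A* and *EGO4*, are outside Table S2. Counts of 82 induced genes by the ratio alone, 84 induced genes with quantile normalisation and 21 repressed genes with every probe set kept lie nearest to the paper's. Of 358 comparisons under the alternatives set before the data were examined, 5 differ: 47 induced and 8 repressed genes without the 1363 dimmest genes, 35 and 33 repressed genes without neomycin replicates 1 and 2, and an *ARG1* ratio of 10.0 without untreated replicate 3.

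The paper states that the 6 genes chosen for RT-qPCR, among them *ARG1*, *HSP12* and *INO1*, are induced, and that *ARG3*, *LYS1*, *FIG1* and *AGA1* respond to neomycin. All have its direction here on each array, but these 7 missed an adjusted p under 0.05 in limma (0.0500, 0.0647, 0.140, 0.0875, 0.0535, 0.0631 and 0.0831), which the paper did not ask for and which 21 and 4 of the 76 and 20 table genes passed. For the 6 genes the paper also has RT-qPCR, by which it reports induction of each, mostly with ratios like those of the arrays. Leaving out neomycin replicate 1 called all 7, an intensity trend or an adjusted p under 0.1 all except *INO1*, leaving out the dimmest genes *ARG1*, *HSP12*, *LYS1* and *AGA1*, quantile normalisation *ARG1*, *INO1* and *LYS1*, centring *ARG1* and *LYS1*, and leaving out untreated replicate 3 *ARG1*.

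In Tables S6 and S7 the column given as the share of the genome regulated by each factor cannot hold what its label says. It runs from 1.32 to 2.54 over 10 factors in the paper's Table S6 and from 0.63 to 1.55 over 18 factors in Table S7, and a share of the genome for one factor cannot differ between the tables, yet for Bas1 the paper gives 2.30 in one and 0.63 in the other. The columns were therefore not used.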

Other observations

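No test in this part was chosen after the results were seen, although the genes named as examples were, apart from those called by limma. Of the genes that respond to iron limitation, *HMX1*, the heme oxygenase, rose 1.81-fold with neomycin (log2 fold change 0.86, SE 0.13, adjusted p = 0.0421 from limma, n = 3 arrays per condition), and *TIS11*, which destabilises mRNAs of iron-dependent proteins, *FIT2*, a cell wall mannoprotein that retains siderophores, and *ARN2*, a siderophore transporter, had values of 1.17 (SE 0.27, adjusted p = 0.133), 0.90 (SE 0.15, adjusted p = 0.0507) and 0.71 (SE 0.13, adjusted p = 0.0544). Of the 32 genes of the iron regulon 1 passed over all genes and 7 were higher adjusted over the list alone, with a camera adjusted p of 1.8e-08 (adjusted p = 0.300 with an estimated correlation) and a median that was 0.23 without neomycin replicate 1 and 0.09 without untreated replicate 3. Of the genes of NAD synthesis from tryptophan, beside *BNA2*, *BNA4*, the kynurenine monooxygenase, had a value of −0.75 (SE 0.13, adjusted p = 0.0535), and of 13 genes 1 passed over all genes and 4 were lower adjusted over the list alone, 4 had values above 0, and 6 were separated downwards and 2 upwards where chance gives 10% in all and the share over all genes was 18.4% (camera adjusted p = 0.0316, and adjusted p = 0.479 with an estimated correlation). That list no longer passed without neomycin replicate 2 (adjusted p = 0.0557), neomycin replicate 3 (adjusted p = 0.0711) or untreated replicate 2 (adjusted p = 0.101), or without the 1363 dimmest genes (adjusted p = 0.162).

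Among 30 genes of autophagy and proteases 3 rose over all genes and 4 were higher adjusted over the list alone, *ATG41*, *ATG8*, the ubiquitin-like protein of the autophagosome (1.81-fold, 0.87, SE 0.14, adjusted p = 0.0481), the cell surface protease *YPS1* and *PRB1* (0.77, SE 0.14, adjusted p = 0.0631), with a camera adjusted p of 7.8e-05 (adjusted p = 0.444 with an estimated correlation) and a median of 0.18 without neomycin replicate 1 and 0.05 without untreated replicate 1. *CIT2* is the known reporter of the retrograde response from mitochondria to the nucleus, and *DLD3*, a dehydrogenase of lactate that responds with it, had a value of 0.80 (SE 0.17, adjusted p = 0.103). Of the 15 genes of that list 1 passed over all genes and 2 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00998, and adjusted p = 0.479 with an estimated correlation), with a median of 0.25 without neomycin replicate 1, 0.07 without neomycin replicate 2 (adjusted p = 0.0661) and 0.09 without untreated replicate 3. The 29 genes of nitrogen catabolite repression had 0 calls over all genes and 6 higher and 1 lower adjusted over the list alone, among them *GAT1*, one of its activators (0.71, SE 0.12, adjusted p = 0.0536), and a camera adjusted p of 0.00757 (adjusted p = 0.479 with an estimated correlation), with a median of 0.11 without neomycin replicate 1, −0.04 without neomycin replicate 2 (adjusted p = 0.0727) and 0.10 without neomycin replicate 3 or untreated replicate 2. The 40 genes of the respiratory chain had 0 calls over all genes or adjusted over the list alone and a camera adjusted p of 0.0218 (adjusted p = 0.762 with an estimated correlation), with medians of 0.14 without neomycin replicate 1, 0.00 without neomycin replicate 2 (adjusted p = 0.0813), 0.04 without neomycin replicate 3 (adjusted p = 0.127) and untreated replicate 2 (adjusted p = 0.124), −0.00 without untreated replicate 1 (adjusted p = 0.411) and 0.15 without untreated replicate 3.

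The lists of lipid genes had medians between −0.10 and 0.07. The 26 genes of inositol and phospholipid synthesis had a median of 0.07 (camera adjusted p = 0.00256, and adjusted p = 0.479 with an estimated correlation) with 0 calls over all genes or adjusted over the list alone, *OPI3*, a methyltransferase of phosphatidylcholine synthesis, having 0.52 (SE 0.19, adjusted p = 0.318) after *INO1*. That median was 0.18 without neomycin replicate 1, 0.01 without neomycin replicate 2, 0.04 without untreated replicate 1 and 0.12 without untreated replicate 3. The 24 genes of phosphoinositide metabolism had a median of −0.10 (camera adjusted p = 0.361), with *MSS4*, the kinase that makes PIP2, at −0.00 and *STT4* at −0.11. The 17 genes of the TORC2-Ypk1 pathway had 0.06 (camera adjusted p = 0.0939), passing without neomycin replicate 1 (0.10, adjusted p = 0.0414) and with a median of −0.07 without neomycin replicate 2, 0.01 without untreated replicate 1 and 0.03 without untreated replicate 3, and had *YPK1* at 0.06, *SLM1* at 0.07 and *YPK2* at 0.64 (SE 0.26, adjusted p = 0.347). The 26 genes of sphingolipid synthesis had a median of −0.04 and a mean of 0.02 (camera adjusted p = 0.531), of which 1, *YSR3*, was higher adjusted over the list alone (0.73, SE 0.12, adjusted p = 0.0510), and the 26 genes of ergosterol synthesis had a median of −0.03 and a mean of 0.00 (camera adjusted p = 0.454), with a median above 0 after quantile normalisation (0.00) and centring (0.01) and without untreated replicate 2 (0.01). The sphingolipid median was 0.01 without untreated replicate 3.

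In the remaining lists 0 genes passed over all genes. The 16 zinc-regulated genes had a median of −0.02 (camera adjusted p = 0.913), with *ZRT1*, the high-affinity zinc transporter, higher adjusted over the list alone (1.26, SE 0.22, adjusted p = 0.0544), and the 21 genes of the pleiotropic drug response had −0.06 with a mean of 0.03 (camera adjusted p = 0.379), with 2 higher adjusted over the list alone, *TPO4*, a polyamine exporter (0.97, SE 0.19, adjusted p = 0.0831), and *QDR3*. With 0 genes adjusted over the list alone, the 37 proteasome genes had −0.03 (camera adjusted p = 0.697), the 30 cytosolic chaperones −0.09 (adjusted p = 0.407) and the 22 genes of the unfolded protein response −0.10 (adjusted p = 0.0750, and 0.0354 without untreated replicate 2). The proteasome median was above 0 after quantile normalisation (0.01) and centring (0.01) and without neomycin replicate 1 (0.01) or 3 (0.01), the zinc median after centring (0.02), and the drug response median without the 1363 dimmest genes (0.01), with the mean of a gene's probe sets (0.00) and without neomycin replicate 1 (0.01). *KDX1* is the gene the paper names *MLP1* in its RT-qPCR, which used other cells than these arrays.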
